# Deficiency in the omega-3 lysolipid transporter Mfsd2a leads to aberrant oligodendrocyte lineage development and hypomyelination

**DOI:** 10.1172/JCI164118

**Published:** 2023-06-15

**Authors:** Vetrivel Sengottuvel, Monalisa Hota, Jeongah Oh, Dwight L. Galam, Bernice H. Wong, Markus R. Wenk, Sujoy Ghosh, Federico Torta, David L. Silver

**Keywords:** Metabolism, Neuroscience, Demyelinating disorders, Monogenic diseases, Neurodevelopment

## Abstract

Patients with autosomal recessive microcephaly 15 caused by deficiency in the sodium-dependent lysophosphatidylcholine (LPC) transporter major facilitator superfamily domain–containing 2a (Mfsd2a) present with both microcephaly and hypomyelination, suggesting an important role for LPC uptake by oligodendrocytes in the process of myelination. Here we demonstrate that Mfsd2a is specifically expressed in oligodendrocyte precursor cells (OPCs) and is critical for oligodendrocyte development. Single-cell sequencing of the oligodendrocyte lineage revealed that OPCs from OPC-specific Mfsd2a-KO mice (2aOKO mice) underwent precocious differentiation into immature oligodendrocytes and impaired maturation into myelinating oligodendrocytes, correlating with postnatal brain hypomyelination. 2aOKO mice did not exhibit microcephaly, a finding consistent with the notion that microcephaly is the consequence of an absence of LPC uptake at the blood-brain barrier rather than a deficiency in OPCs. Lipidomic analysis showed that OPCs and iOLs from 2aOKO mice had significantly decreased levels of phospholipids containing omega-3 fatty acids, with a corresponding increase in unsaturated fatty acids, the latter being products of de novo synthesis governed by Srebp-1. RNA-Seq indicated activation of the Srebp-1 pathway and defective expression of regulators of oligodendrocyte development. Taken together, these findings indicate that the transport of LPCs by Mfsd2a in OPCs is important for maintaining OPC state to regulate postnatal brain myelination.

## Introduction

Myelin is a conserved membrane structural component of axons derived from the plasma membrane of oligodendrocytes that is essential for saltatory axon conduction and axon energetics (1–3). Myelination in the central nervous system orchestrated by myelinating oligodendrocytes (MOLs) is a dynamic process, the majority of which occurs postnatally, continues throughout life, and is modified by neural activity and environment (4–9). Recent single-cell sequencing studies have determined that formation of MOLs is a linear developmental process beginning with oligodendrocyte precursor cells (OPCs) derived from neural progenitors and progresses in the following order: differentiation into committed oligodendrocyte progenitors (COPs), newly formed oligodendrocytes (NFOLs), myelin-forming oligodendrocytes (MFOLs), and finally MOLs (10, 11).

De novo lipogenesis is driven by SREBPs, transcription factors that are important for the regulation of genes that maintain cellular lipid homeostasis (12). Srebp proteins form a complex with its chaperone protein sterol cleavage-activating protein (Scap) that is essential for the regulated proteolytic activation of Srebp (13). Genetic deficiency of Scap in mature oligodendrocytes (MFOL and MOL) in mice resulted in delayed myelination, but persistent hypomyelination if Scap was dually deleted from both astrocytes and mature oligodendrocytes (14). These findings indicated that de novo synthesis of cholesterol is essential in myelination of MOLs, and astrocytes might be playing a supportive role in myelination by supplying cholesterol to oligodendrocytes. It is not known whether oligodendrocytes take up other types of exogenous lipids, such as phospholipids, that could act as extrinsic factors to regulate maintenance of OPC pools, oligodendrocyte differentiation, and myelination. Moreover, in which oligodendrocyte lineage stage lipid transport might be important for myelination is also presently unclear.

Lipidomic analysis of mouse and human myelin indicates that 75% of the myelin membrane contains glycerophosholipids (e.g., phosphatidylcholine [PC], phosphatidylethanolamine [PE], phosphatidylserine [PS]), with minor amounts of sphingolipids (8%) and cholesterol (20%) (15, 16). The most abundant fatty acid species within the phospholipids of myelin are saturated and monounsaturated fatty acids (16). Biosynthesis of a massive amount of membrane phospholipids is believed to be exclusively derived from de novo biosynthesis within cells of the brain, and acquisition of essential fatty acids such as docosahexaenoic acid (DHA) from the periphery into the developing brain via the lipid transporter protein major facilitator superfamily domain containing 2a (Mfsd2a) (17). Mfsd2a is a sodium-dependent lysophosphatidylcholine (LPC) transporter highly expressed by the endothelium of the blood-brain barrier (BBB) and the blood-retinal barrier (BRB), as well as other tissues, such as liver, lung, kidney, and placenta (18–20), and is the major pathway for brain and eye accretion of DHA (17, 21). Mfsd2a does not transport unesterified DHA, but rather transports DHA esterified as LPC (LPC-DHA), with a substrate preference for LPCs containing mono- and polyunsaturated fatty acids. Recently solved cryo–electron microscopy (cryo-EM) structures of Mfsd2a suggest that a flippase-type mechanism underlies transport (22). Mice with gene-targeted deletion of Mfsd2a (2aKO mice) exhibited severe microcephaly and brain DHA deficiency (17, 23). Importantly, humans with loss-of-function mutations in MFSD2A (also known as microcephaly 15 autosomal recessive) presented with severe microcephaly and hypomyelination (24–27), indicating that LPC transport is critical for brain growth and myelination. We recently provided genetic and biochemical evidence that Mfsd2a is required at the BBB during postnatal life to mediate normal brain growth linked to neuron arborization (28). Mechanistically, LPC-DHA treatment of primary neural stem cells that express Mfsd2a resulted in downregulation of Srebp-1 processing and activation in an Mfsd2a-dependent fashion, resulting in profound effects on phospholipid membrane saturation (28). These data identify LPC-DHA transported by Mfsd2a as an extrinsic physiological regulator of membrane phospholipid composition, acting in part through regulation of Srebp-1 activity during postnatal brain development. While these studies have provided a biochemical mechanism by which LPC-DHA functions in postnatal brain growth, they have not explained a mechanism for the prominent hypomyelination phenotype observed in humans with Mfsd2a loss-of-function mutations.

In the current study, we provide evidence that Mfsd2a is expressed in the oligodendrocyte lineage, specifically in oligodendrocyte precursors, and that Mfsd2a plays an important role in maintaining the precursor cell state through regulation of phospholipid pools containing polyunsaturated fatty acids that negatively affect oligodendrocyte maturation and myelination. These studies reveal that LPCs act as extrinsic factors to regulate OPC state.

## Results

### Loss of Mfsd2a in OPCs causes hypomyelination.

Patients with Mfsd2a-inactivating mutations exhibit severe hypomyelination in addition to microcephaly (24–27). Consistent with these characteristics, mice with gene-targeted deletion of Mfsd2a (2aKO mice) displayed hypomyelination and microcephaly (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI164118DS1). Transcriptomic data from the literature indicated that in addition to endothelial cells of the BBB and astrocytes, Mfsd2a is expressed in the oligodendrocyte lineage, with expression restricted to OPCs, COPs, and NFOLs (10, 11, 29). To confirm the expression of Mfsd2a in OPCs, we utilized our Mfsd2a lineage tracing line crossed to a Rosa26: CAG-tdtomato reporter line (2aKI-ERT2-cre: tdtomato) (30). Tamoxifen induction of the 2aKI-ERT2-cre: tdtomato transgene in mouse pups at P10 showed colocalization with Pdgfra^+^ cells in the mouse brain parenchyma, confirming Mfsd2a expression in OPCs (Supplemental Figure 1B).

To determine whether genetic deletion of Mfsd2a in OPCs would result in defects in myelination, we generated an OPC-specific Mfsd2a deletion mouse model using a floxed allele of Mfsd2a (2a*^fl/fl^*) crossed to the OPC cre driver line Pdgfra (referred to herein as 2aOKO mice; see Table 1 for a key to mouse lines used in this study). 2aOKO mice had normal brain weights at P8, which differed from the severe microcephaly exhibited by mice with conventional or endothelium-specific knockout of Mfsd2a (Figure 1A) (28). Immunofluorescence (IF) on P8 brain sections using major myelin marker proteins — myelin basic protein (MBP), myelin-associated glycoprotein (MAG), and 2′,3′-cyclic nucleotide-3′-phosphodiesterase (CNPase) — showed that levels of all 3 myelin proteins were significantly reduced in 2aOKO relative to control mice (Figure 1, B–G). To independently confirm these findings, we generated 2 other knockout mouse models for Mfsd2a in OPCs: one line using a Sox10-cre driver and another using the tamoxifen-inducible Plp1-ERT-cre driver. Importantly, in mice with deletion of Mfsd2a in OPCs using these cre driver lines, myelination was also greatly reduced — without an effect on brain weight — relative to that in control brains (Supplemental Figure 1, C and D). Transmission electron microscopy (TEM) on P67 corpus callosum to analyze maximal myelination in adult brain showed that myelin thickness on axons as determined by g-ratio was significantly reduced in 2aOKO mice relative to 2a*^fl/fl^* controls (Figure 1, H–J). These findings demonstrate that loss of Mfsd2a in OPCs led to hypomyelination during early postnatal development.

### Mfsd2a deficiency in OPCs alters the population dynamics of the oligodendrocyte lineage.

To delineate whether the early postnatal hypomyelination observed in 2aOKO mice was due to changes in oligodendrocyte lineage differentiation, we used Ribo-TRAP mouse lines specific for OPC (Pdgfra-EGFP/Rpl10a) and the whole oligodendrocyte lineage (Olig2-EGFP/Rpl10a) that allow for isolation of distinct subtypes of cells for single-cell RNA-Seq as well as cell phenotype characterization (31, 32). Crossing 2a*^fl/fl^* or 2aOKO mice with the OPC-specific Ribo-TRAP line generated 2a*^fl/fl^*-OPC-Ribo-TRAP control and 2aOKO-OPC-Ribo-TRAP lines; crossing 2a*^fl/fl^* or 2aOKO mice with the whole oligodendrocyte lineage–specific Ribo-TRAP line generated 2a*^fl/fl^*-OL-Ribo-TRAP control and 2aOKO-OL-Ribo-TRAP lines. Given the reduced postnatal developmental myelination seen in 2aOKO mice, we focused our analysis on P8, a time point at which OPCs proliferate and undergo differentiation, and one that has been previously and extensively characterized by single-cell sequencing (10, 29), thus providing a transcriptional roadmap for our studies. FACS sorting of GFP^+^ cells from 2a*^fl/fl^*-OPC-Ribo-TRAP mouse brain showed that cell isolation could be performed at approximately 95% purity, as determined by GFP and Olig2 coimmunostaining of sorted cells (Supplemental Figure 2A). IF analysis showed that the majority of GFP^+^ cells in 2a*^fl/fl^*-OPC-Ribo-TRAP brains were Pdgfra^+^ and in 2a*^fl/fl^*-OL-Ribo-TRAP brains were Olig2^+^, confirming the specificity of these reporter lines for detecting OPCs and the entire oligodendrocyte lineage population, respectively (Supplemental Figure 2, B and C).

FACS sorting of GFP^+^ cells from 2a*^fl/fl^*-OL-Ribo-TRAP and 2aOKO-OL-Ribo-TRAP lines showed no significant difference in the total Olig2^+^ cell population (23.7% and 29.2% respectively) (Figure 2A). However, FACS sorting of GFP^+^ cells from the 2a*^fl/fl^*-OPC-Ribo-TRAP and 2aOKO-OPC-Ribo-TRAP lines showed a remarkable 80% reduction in the Pdgfra^+^ cell population (5.4% and 0.9%, respectively) (Figure 2B). IF analysis performed using an Olig2 antibody on 2a*^fl/fl^* and 2aOKO mouse brains showed no difference in the total numbers of whole oligodendrocyte lineage cells, consistent with the findings from the FACS sorting that there were similar amounts of GFP^+^ cells in the OL-Ribo-TRAP lines (Figure 2C). In contrast to the dramatic reduction in GFP^+^ OPCs from brains of 2aOKO-OPC-Ribo-TRAP mice as quantified by FACS sorting, the total numbers of Pdgfra^+^ cells as analyzed by IF were similar in 2a*^fl/fl^* and 2aOKO brains (Figure 2D). In addition, total numbers of NG2^+^ cells were also found to be similar in 2a*^fl/fl^* and 2aOKO brains (Supplemental Figure 5). Interestingly, the morphology of Pdgfra^+^ cells in 2aOKO brains was distinct from that of 2a*^fl/fl^* controls — with the majority of cells in the 2a*^fl/fl^* mouse brain exhibiting bipolar morphology typical of classical OPCs, whereas Pdgfra^+^ cells in the 2aOKO brain displayed a more complex and stunted morphology common to COPs and NFOLs (Figure 2E and Supplemental Figure 6). Given these stark changes in cell morphology, the disparity in cell numbers between GFP^+^ OPCs and Pdgfra^+^ OPCs is likely due to the fact that the Pdgfra-EGFP/Rpl10a line is reporting on classical Pdgfra^+^ OPCs and not NFOLs, a cell state in which Pdgfra continues to be expressed. Taken together, these data indicate that Mfsd2a deficiency in OPCs did not affect the total numbers of cells constituting the oligodendrocyte lineage, but rather suggest that Mfsd2a controls the stage of the oligodendrocyte lineage.

### Single-cell RNA-Seq of 2aOKO early postnatal brain reveals heterogeneity associated with OPC and immature oligodendrocyte development.

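GFP+ cells of the Olig2-EGFP/Rpl10a line, in which a GFP-tagged ribosomal protein marks cells that express the transcription factor Olig2, were sorted from P8 brains and their RNA was counted by 10x 3′ scRNA-Seq. There was 1 library from 2afl/fl brains and 1 from 2aOKO brains, in which Pdgfra-Cre acts on a floxed Mfsd2a, and the paper's text does not name how many brains went into each. The authors counted unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) with Cell Ranger 3.1.0 on mm10 and filtered cells and genes, and the counts after these filters were used. The 2afl/fl library held 42629831 UMIs in 4276 cells, with a median of 8565.5 UMIs and 3069 genes per cell. The library labelled 2aOKO held 40651450 UMIs in 3752 cells, with a median of 9712 UMIs and 3282 genes per cell. Mfsd2a, the deleted gene, had 401 UMIs in the 2afl/fl library, or 9.41 per 1000000 UMIs (CPM; 95% interval 8.51–10.4). It had 522 UMIs in the library labelled 2aOKO, or 12.8 CPM (11.8–14.0), so Mfsd2a RNA was not lower there. Without thinning, Olig2 was found in 37.6% of 2afl/fl cells and 45.9% of 2aOKO cells, and the GFP reporter in 21.1% and 21.9%. Xist, the RNA of the inactive X chromosome, was found in 98.0% of 2aOKO cells without thinning and was not among the genes listed for 2afl/fl, whereas Ddx3y, Eif2s3y, Kdm5d and Uty of the Y chromosome were listed for 2afl/fl alone, so that sex and genotype differed together. The cells of each library were clustered again with Seurat and the settings of the methods, which name 12 principal components for the UMAP plot alone. Each cluster was given to a class (NP-like, cycling-like, OPC1b-like, OPC1a-like or iOL-like) by marker genes fixed before the counts were examined. These markers came from the paper's text and the top genes of its Supplemental Table 1, which describes the same libraries. The rule that counts these markers among a cluster's top genes was settled after the clusters had been seen. Classes named here need not hold the same cells as the paper's clusters. With 1 library per genotype the spread between animals is unknown, and no test of a difference between genotypes was run. Differences are given as ratios or log2 ratios of 2aOKO over 2afl/fl, with 95% intervals (Clopper-Pearson for shares of cells, exact Poisson for CPM, and exact conditional for ratios) that cover counting error alone. Shares of cells with a UMI were taken after every cell was thinned at random to 2900 UMIs, except where they are given as without thinning, which rise with depth.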

To determine the impact of OPC-specific deficiency of Mfsd2a on oligodendrocyte development, as well as the reasons underlying the differences in GFP^+^ and Pdgfra^+^ OPC population profiles between 2aOKO-Ribo-TRAP and 2aOKO brains, we performed 10x Genomics 3′ single-cell RNA-Seq (scRNA-Seq) on 4,276 and 3,752 FACS-sorted GFP^+^ cells representing the whole oligodendrocyte lineage obtained from P8 2a*^fl/fl^*-OL-Ribo-TRAP and 2aOKO-OL-Ribo-TRAP mouse brains, respectively. Clustering analysis based on the top 1,000 variable genes using a Seurat pipeline revealed 10 and 11 distinct clusters from 2a*^fl/fl^*-OL-Ribo-TRAP and 2aOKO-OL-Ribo-TRAP brain samples, respectively (Figure 3A). 

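Neural progenitors and cycling cells made up most of both libraries. Among 2afl/fl cells 1759 were NP-like, 1477 cycling-like, 536 OPC1a-like, 476 OPC1b-like and 28 iOL-like. Among 2aOKO cells 1240 were NP-like, 1467 cycling-like, 554 OPC1a-like, 415 OPC1b-like and 76 iOL-like. These cells lay in 11 clusters of each library with 2000 variable genes, 12 principal components and a resolution of 0.6. With 1000 variable genes there were 10 clusters of 2afl/fl cells and 11 of 2aOKO cells. When the cells of both libraries were clustered together, 11 clusters were found.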

Marker gene expression analysis from each cluster identified pre-OPC neural progenitors (NP3, NP2, and NP1a); a population of cycling OPCs representing each cell cycle phase (OPC-G1, OPC-S, OPC-G2, and OPC-M); and 2 OPC clusters (OPC1b and OPC1a), with a unique cluster found only in 2aOKO (designated as OPC1a_P); as well as immature oligodendrocytes (iOLs) (Figure 3B and Supplemental Figure 3A). 

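The genes that set each cluster apart named the stages from neural progenitors to immature oligodendrocytes. NP-like clusters were led by genes of forebrain interneuron precursors, among them Prokr2, Pbx3 and Meg3 in a first cluster, Htr3a and Stmn2 in another, and St18, Tubb3 and Dlx6os1 in the last. Cycling-like clusters were led by the replication genes Ung and Mcm3, the histone gene Hist1h1b, or the mitotic genes Cdc20 and Ccnb1. OPC1b-like clusters were led by Nebl and Prss23, and iOL-like clusters by the myelin genes Mag, Cldn11, Mobp and Mbp together with Enpp6. In 2afl/fl, OPC1a-like cells lay in cluster 7 (308 cells, with Matn4, Gpr17 and Neu4) and cluster 9 (228 cells, with Lhfpl3, Sox10, Pcdh15 and Pdgfra). In 2aOKO they lay in cluster 5 (333 cells, with Matn4, Cspg4 and Pdgfra) and cluster 8 (221 cells, with Galnt13 and Sox10). Each of the joint clusters held cells of both libraries. At equal weight for each library, 2aOKO cells made up from 37.5% of a joint cluster (NP-like, led by Prokr2) to 64.5% (iOL-like). Because cluster 8 of 2aOKO had no OPC1a marker among its top 10 genes, gene levels of OPC1a-like cells are compared between libraries in joint clusters 7 and 8.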

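In both libraries OPC1a-like cells were linked to iOL-like cells more strongly than any other pair of classes. PAGA scores how strongly groups of cells are linked through their nearest neighbours. The link of OPC1a-like with iOL-like cells stood at 0.822 in 2afl/fl and 0.365 in 2aOKO. Next came OPC1b-like with OPC1a-like cells at 0.216 and 0.187, then cycling-like with OPC1b-like cells at 0.135 and 0.0913. NP-like cells were weakly linked to cycling-like cells at 0.0297 and 0.0325, and to iOL-like cells at 0.0378 and 0.016. Diffusion pseudotime, which was counted from NP-like cells and so puts them at the start, had a median in 2afl/fl of 0.0945 in NP-like, 0.789 in OPC1b-like, 0.835 in cycling-like, 0.852 in iOL-like and 0.866 in OPC1a-like cells. In 2aOKO these medians were 0.117 in NP-like, 0.472 in OPC1b-like, 0.522 in cycling-like, 0.538 in OPC1a-like and 0.843 in iOL-like cells. Cycling-like cells thus had a higher median than OPC1b-like cells in both libraries, and iOL-like cells lay beyond OPC1a-like cells in 2aOKO. With 20 principal components they did so in 2afl/fl too, at 0.989 against 0.817, whereas with 15 neighbours they lay at 0.761, below OPC1b-like cells at 0.813. Slingshot was not run, and pseudotime reads any free RNA in a droplet along with that of its cell.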

Partition-based graph abstraction (PAGA) as well as Slingshot-based pseudotime analysis showed the linear progression of oligodendrocyte lineage development in the following order: pre-OPC neural progenitors, cycling OPCs, OPC1b, OPC1a_P in 2aOKO only, OPC1a, and iOLs (Supplemental Figure 3, B and C). 

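Mfsd2a, which encodes a transporter of lysophosphatidylcholine that carries DHA, was found mostly in OPC1a-like and iOL-like cells. In OPC1a-like cells of the joint clusters its level was 63.4 CPM (56.8–70.6) in 2afl/fl and 72.5 CPM (65.5–80.1) in 2aOKO, a log2 ratio of 0.19. In iOL-like cells it was 54.8 CPM (28.3–95.8) from 12 UMIs in 2afl/fl and 101 CPM (78.1–128) from 66 UMIs in 2aOKO. OPC1b-like cells had 3.11 CPM (1.78–5.04) and 6.11 CPM (3.99–8.95), against 1.41 and 2.61 CPM in cycling-like cells and 1.15 and 2.60 CPM in NP-like cells. Of OPC1a-like clusters taken apart, Mfsd2a was highest in cluster 7 of 2afl/fl (102 CPM) and cluster 5 of 2aOKO (103 CPM), against 27.4 CPM in cluster 9 of 2afl/fl and 29.8 CPM in cluster 8 of 2aOKO. A Mfsd2a UMI among 2900 was found in 27.3% of the cells of cluster 7 in 2afl/fl and 30.0% of those of cluster 5 in 2aOKO (49.7% and 51.4% without thinning). It was found in 1.26% (0.464–2.72) and 1.93% (0.836–3.76) of OPC1b-like cells (3.15% and 5.06% without thinning, at median depths of 10850.5 and 10383 UMIs). In NP-like cells, not among the paper's main classes with Mfsd2a, the share was 0.284% (0.0924–0.662) and 0.645% (0.279–1.27). Without thinning it was 0.682% and 1.69%, at median depths of 5554 and 6353 UMIs. Mfsd2a lies on chromosome 4 of GRCm38 from 122946850 to 122961188 on the minus strand. Its 3′ counts do not show whether the deleted part of the gene was transcribed, since the paper's text does not name the deleted exons. Other measures of the paper, such as less DHA in lipids of 2aOKO OPCs, run in the direction of a loss of Mfsd2a.

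**Figure D1:**
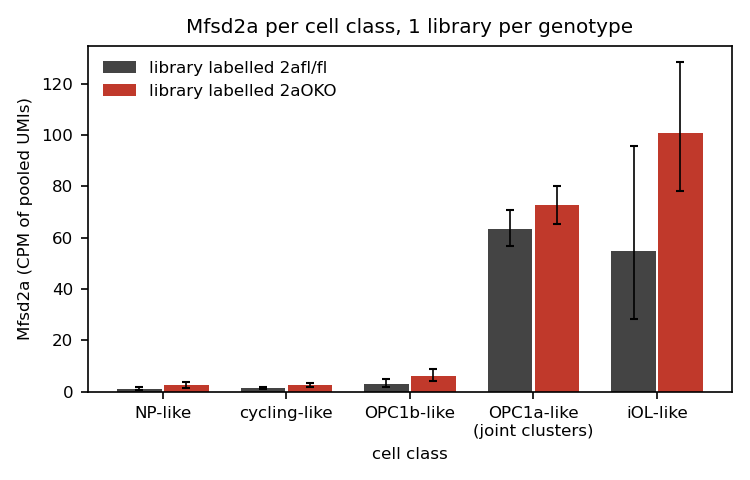
Mfsd2a in CPM of pooled UMIs (vertical axis) in each cell class of the 2afl/fl and 2aOKO libraries, with 95% Poisson intervals that cover counting error alone. OPC1a-like cells are those of the joint clusters, and OPC1a-like and iOL-like cells stand above the other classes in both libraries.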

Consistent with previous reports, we identified Mfsd2a expression mainly in OPC1b, OPC1a, and iOL populations (Supplemental Table 1) (10, 11, 29). We were able to subdivide the OPC1a cluster from 2aOKO-OL-Ribo-TRAP brain into an additional cluster we termed OPC1a_P because cells in this cluster relative to OPC1a in 2a*^fl/fl^*-OL-Ribo-TRAP controls and/or 2aOKO-OL-Ribo-TRAP mice expressed higher levels of pre-OPC neural progenitor markers such as Stmn2, Tubb3, Dlx6os1, Arx, and Dlx1; and lower levels of classical OPC markers, namely Cspg4, Pdgfra, Pcdh15, and Ptprz1, and markers for iOLs, namely Gpr17, Bmp4, Neu4, and ITPR2 (Figure 3B) (10, 11, 29). 

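With 1000 variable genes, 2aOKO clusters of 360 and 115 cells matched the means that Supplemental Table 1 gives for OPC1a_P and OPC1a to within 4.95e-06 and 4.93e-06 on the natural log scale. Progenitor genes were higher in the OPC1a_P cells than in the 2aOKO OPC1a cells, but far below their levels in NP-like cells. Stmn2 and Tubb3, of the neuronal cytoskeleton, had 104.5 CPM (94.3–115.5) and 114 CPM (103–126) in OPC1a_P, against 56.9 CPM (38.9–80.4) and 53.4 CPM (36.0–76.2) in OPC1a. The interneuron genes Dlx6os1 and Dlx1 had 56.8 and 47.2 CPM in OPC1a_P against 10.7 and 17.8 CPM in OPC1a. OPC genes ran the other way, with Cspg4 at 360 against 1108 CPM, Pdgfra at 757 against 1988 CPM, Pcdh15 at 207 against 480.2 CPM and Ptprz1 at 3225 against 7757 CPM. So did Gpr17 at 143 against 478 CPM, Bmp4 at 11.2 against 23.1 CPM, Neu4 at 30.02 against 94.3 CPM and Itpr2 at 176 against 453.5 CPM. NP-like cells of 2aOKO had 2513 CPM of Stmn2, 2122 of Tubb3, 1289 of Dlx6os1 and 963.8 of Dlx1. OPC1b-like cells of 2aOKO had 42.98 CPM of Stmn2, 131.5 of Tubb3, 22.08 of Dlx6os1 and 83.61 of Dlx1. Tubb3 and Dlx1 in OPC1a_P were thus no higher than in OPC1b-like cells, while Stmn2 and Dlx6os1 were. In cluster 9 of 2afl/fl, Stmn2 had 81.7 CPM, Tubb3 103 CPM, Dlx6os1 37.5 CPM, Pdgfra 649.6 CPM, Cspg4 304 CPM and Gpr17 115 CPM. Cluster 7 of 2afl/fl had 65.2 CPM of Stmn2, 58.3 CPM of Tubb3, 28.6 CPM of Dlx6os1, 865 CPM of Pdgfra, 497 CPM of Cspg4 and 389.7 CPM of Gpr17. Within joint cluster 7, Dlx6os1 had 44.4 CPM (36.9–53.0) in 2afl/fl and 72.7 CPM (63.0–83.5) in 2aOKO, and Tubb3 114 and 157 CPM, while Stmn2 (118 and 133 CPM) and Pdgfra (636 and 624 CPM) differed less. Clusters are built from such genes, so the values describe the clusters and are not a separate measurement.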

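Late OPCs were slightly more common in the 2aOKO library and lay in the same joint clusters in both. OPC1a-like cells made up 12.5% (11.6–13.6) of 2afl/fl cells and 14.8% (13.6–15.9) of 2aOKO cells, a ratio of 1.18 (1.04–1.33). Joint cluster 7, led by Galnt13, Pcdh15 and Sox10, held 6.97% of 2afl/fl cells and 7.49% of 2aOKO cells. Joint cluster 8, led by Matn4 and Gpr17, held 6.38% and 8.10%. Of the 360 OPC1a_P cells, 202 fell in joint cluster 7 and 157 in joint cluster 8, whereas all 115 of the 2aOKO OPC1a cells fell in joint cluster 8. By the closest of the paper's cluster means, 45.9% (41.6–50.2) of OPC1a-like 2afl/fl cells lay closest to OPC1a_P, 38.3% to the 2afl/fl OPC1a mean and 15.9% to the 2aOKO OPC1a mean. Among OPC1a-like 2aOKO cells these shares were 62.5% (58.3–66.5), 14.1% and 23.5%. The means rest on 501 genes, since the part of Supplemental Table 1 used held 1999 of 4270 and 703 of 4917 lines. Depth differed with these states, with a median of 10308.5 UMIs in OPC1a_P cells and 4327 UMIs in 2aOKO OPC1a cells. The ratio of OPC1a-like shares was 0.961 with another seed and from 1.78 to 2.67 with 1000 variable genes, 20 principal components, a resolution of 0.8, thinned cells or Scrublet doublets left out, where iOL-like cells of 2afl/fl took in part of its OPC1a-like cells. In these last 5 settings the share of OPC1a-like 2afl/fl cells closest to OPC1a_P was from 72.8% to 88.0%.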

Importantly, the OPC1a cluster constituted 12% of the total cell population found in 2a*^fl/fl^*-OL-Ribo-TRAP but only 3% of the total cell population in 2aOKO-OL-Ribo-TRAP, while the OPC1a_P cluster formed the majority of the OPC1a population, at 9.6% (Figure 3C). 

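Pdgfra, the PDGF receptor of OPCs, was found in slightly more cells of the 2aOKO library. Among 2900 UMIs a Pdgfra UMI was found in 13.0% (12.0–14.1) of 2afl/fl cells and 15.8% (14.7–17.0) of 2aOKO cells, a ratio of 1.22 (1.08–1.37). Without thinning the shares were 19.8% and 24.0%. Most of these cells were OPC1a-like, with a Pdgfra UMI among 2900 in 82.5% (77.8–86.6) of cluster 7 and 81.6% (75.9–86.4) of cluster 9 in 2afl/fl, and in 92.8% (89.5–95.3) of cluster 5 and 75.6% (69.4–81.1) of cluster 8 in 2aOKO. The shares were 10.7% and 11.3% in OPC1b-like cells and 2.98% and 3.27% in cycling-like cells. NP-like cells, which should lack Pdgfra, had it in 1.19% (0.741–1.82) and 1.53% (0.925–2.38), at the lower median depths given above for this class. Of the iOL-like cells, 0 of 28 in 2afl/fl and 3 of 76 in 2aOKO had a Pdgfra UMI among 2900, and 1 of 28 and 10 of 76 without thinning. These shares are of sorted cells and do not give the number of cells per brain.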

The seemingly inconsistent finding of dramatically reduced numbers of GFP^+^ cells together with similar levels of Pdgfra^+^ cells in 2aOKO-OL-Ribo-TRAP relative to control brains can be explained by the reduction in the OPC1a cluster (classical OPCs), with a proportional increase in cells that constitute the OPC1a_P cluster that are also Pdgfra^+^ (Figure 3C).

Notably, the iOL cluster was increased by approximately 2.8-fold in 2aOKO-OL-Ribo-TRAP compared with 2a*^fl/fl^*-OL-Ribo-TRAP (Figure 3, A and C), indicating that the progression of OPC differentiation is substantially increased in 2aOKO relative to control brains. In addition, the percentage of OPCs in the oligodendrocyte lineage in the cell cycle was increased by approximately 25%, with a corresponding approximately 25% decrease in the pre-OPC neural progenitor population. This finding again indicates a rapid progression along the various OPC developmental stages, leading to increased differentiation as a result of OPC-specific Mfsd2a deficiency (Figure 3, A and C). 

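Immature oligodendrocytes took a larger share of the 2aOKO library. The iOL-like cells made up 0.655% (0.436–0.945) of 2afl/fl cells and 2.03% (1.60–2.53) of 2aOKO cells, a ratio of 3.09 (1.98–4.96). Clustered together, 27 cells of 2afl/fl and 43 of 2aOKO were iOL-like, a ratio of 1.82 (1.1–3.06). Of the 76 iOL-like 2aOKO cells, 32 fell among OPC1a-like cells there and 1 among NP-like cells, and these 33 had a median of 9 of the 15 iOL markers against 14 in the other 43. Myelin genes, of which Mobp was chosen after its values were seen, were higher in the joint iOL-like cells of 2aOKO, with Mbp at 15750 CPM against 11710 CPM in 2afl/fl and Mobp at 2471 against 1406 CPM. Bmp4 and Enpp6 (chosen in the same way), which mark the start of differentiation, were lower in them, at 200.9 against 374 CPM and 1356 against 1699 CPM. In the iOL-like cells clustered apart 13 of 15 iOL markers were lower in 2aOKO, with a median log2 ratio of −0.59, and Bmp4 had 391 CPM against 356.5 CPM in 2afl/fl. In the same cells 8 of 11 OPC1a markers (median 0.86) and 6 of 7 OPC1b markers (0.89) were higher. Mog, a gene of mature myelin, was found without thinning in 28 of the 76 iOL-like 2aOKO cells and was not among the genes listed for 2afl/fl. By markers alone, in a count chosen after the data were seen, 41 cells of 2afl/fl and 61 of 2aOKO had at least 8 of the 15 iOL markers among 2900 UMIs, a ratio of 1.70 (1.12–2.58), which was 1.29 (0.951–1.76) without thinning and 1.09 (0.685–1.73) with cells that had an early marker and Mog left out. With 1000 variable genes, 20 principal components, a resolution of 0.8, thinned cells or Scrublet doublets left out, the iOL-like cells of 2afl/fl shared a cluster with its late OPC1a-like cells, and the ratio was from 0.251 to 0.276. The paper's supporting values put iOLs at 0.631% of 2afl/fl cells, against 7.34% iOL-like with 1000 variable genes here. The ratio was 0.977 (0.535–1.77) when cells with an early marker and Mog were also left out of the joint clusters, and 1.55 by the highest marker score. Leaving out cells with Mog could remove 2aOKO cells alone, among them 20 of its 43 joint iOL-like cells, so these ratios cannot be told apart from an effect of the step itself. From the larger iOL cluster, the paper concludes that OPC differentiation progresses further in 2aOKO brains. It also draws on immunostaining of other brains, with more ITPR2+ and Bcas1+ cells and fewer CC1+ cells in 2aOKO corpus callosum.

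**Figure D2:**
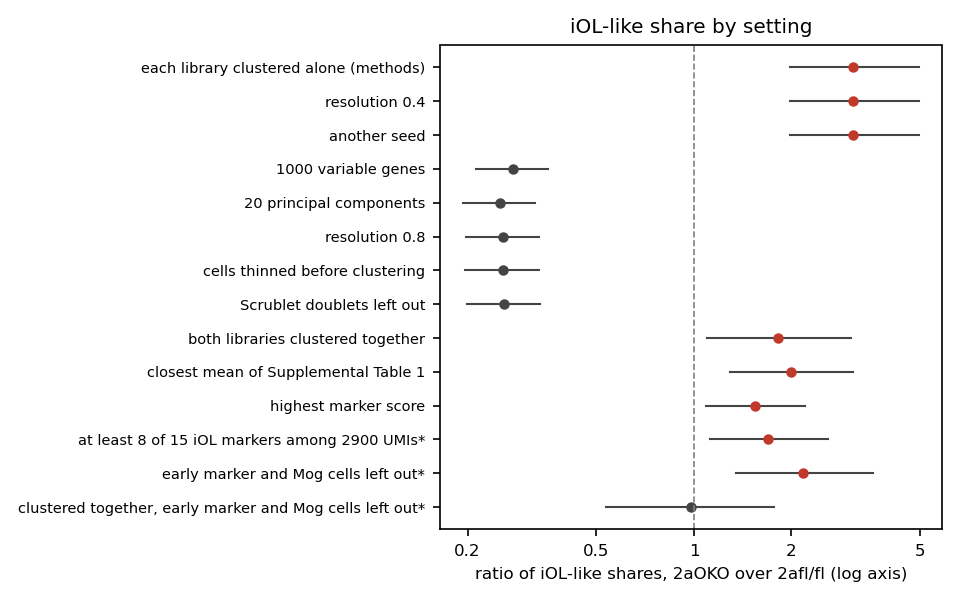
Ratio of the share of iOL-like cells, 2aOKO over 2afl/fl (horizontal log axis), under each setting, with 95% conditional intervals that cover counting error alone. Red points lie above 1 and grey points below it, and an asterisk marks settings chosen after the data were seen. The ratio is 3.09 with the settings of the methods. It lies below 1 in the settings where late OPC1a-like cells of 2afl/fl joined its iOL-like cells, among them the 1000 variable genes that the paper's results name. With 1000 variable genes 7.34% of 2afl/fl cells were iOL-like, against 0.631% iOL in the paper's supporting values. This setting thus did not give the paper's 2afl/fl iOL cluster. It is 0.977 with the libraries clustered together and cells with an early marker and Mog left out, a step that could remove 2aOKO cells alone.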

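Cycling cells were more common and neural progenitors less common in the 2aOKO library. Cycling-like cells made up 34.5% (33.1–36.0) of 2afl/fl cells and 39.1% (37.5–40.7) of 2aOKO cells, a ratio of 1.13 (1.05–1.22). NP-like cells made up 41.1% (39.7–42.6) and 33.1% (31.5–34.6), a ratio of 0.803 (0.747–0.865). At least 2 UMIs of 15 G2-M genes, such as Mki67, Top2a and Cenpf, were found among 2900 in 38.0% (36.5–39.5) of 2afl/fl cells and 42.1% (40.6–43.7) of 2aOKO cells, a ratio of 1.11 (1.04–1.19). Without thinning the shares were 52.1% and 59.8%. Within NP-like cells the share was 11.3% (9.87–12.9) in 2afl/fl and 17.3% (15.2–19.5) in 2aOKO. It was 18.7% (15.3–22.5) and 12.5% (9.50–16.1) in OPC1b-like cells, and 84.8% and 83.2% in cycling-like cells, and since the edges of classes clustered apart differ between the libraries, these shares do not show a change within a class. The OPC1b-like share of the library was 11.1% (10.2–12.1) and 11.1% (10.1–12.1), a ratio of 0.994, but the ratio was 1.34 (1.16–1.55) with another seed, 1.25 (1.08–1.44) with the libraries clustered together and 1.56 with thinned cells, so an equal share is not shown. Free RNA of cycling cells can add such UMIs to other cells, and its amount in each library is not known. When cells were thinned before clustering, the ratio of cycling-like shares was 0.729, where a 2aOKO cluster of 318 cells closest to the paper's OPC-G1 was named OPC1b-like, and clusters of 346 cells closest to NP1a and of 69 cells were not named.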

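Over all cells, oligodendrocyte genes were higher and neural progenitor genes lower in the 2aOKO library. Of 15 iOL markers 14 were higher, with a median log2 ratio of 0.365, above every one of 10000 random lists of genes with like levels. Mbp, a protein of compact myelin, had 80.2 CPM in 2afl/fl and 142.5 CPM in 2aOKO (log2 ratio 0.82). Of 15 NP markers 13 were lower, with a median of −0.25, below every random list. The markers were drawn in part from the paper's table of these same libraries and follow the class shares, so these ranks are not separate evidence. Meg3 had 765 and 423 CPM (−0.85) and Robo2, a receptor in neuronal guidance, 144 and 92.1 CPM (−0.64), while Dlx2 was higher at 154 and 207 CPM (0.43). Of 15 OPC1a markers 12 were higher, with a median of 0.18, as were 10 of 13 OPC1b markers, with a median of 0.17. S-phase genes were higher in 8 of 10, with a median of 0.26 and Hist1h1a at 0.54, and G2-M genes in 12 of 15, with a median of 0.14 and Cenpa at 0.31, although Mki67 was lower at −0.30. G1-S genes were even, with 5 of 10 higher and a median of −0.03. Red blood cell genes were higher in the same comparison (median 1.98, with Hbb-bt at 2.59), although the mean over cells of normalized values was lower for Hba-a2 and Hbb-bs. Mitochondrially encoded genes were lower (median −0.24, with mt-Co3 at −0.97).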

To directly assess this idea, we pulse-labeled 2aOKO and 2a*^fl/fl^* control mice with EdU and collected brains for analysis at 3 and 24 hours to quantify early (DNA synthesis) and late (mitosis and exit) steps in the cell cycle, respectively. Detection of EdU^+^Ki-67^+^ and EdU^+^Olig2^+^ cells on P8 mouse brain sections at these time points showed that indeed cell proliferation of the Olig2^+^ population was significantly higher in 2aOKO than 2a*^fl/fl^* control brains even though the cell cycle exit was not greatly altered (Supplemental Figure 4, A and B).

### OPC-specific Mfsd2a deficiency affects immature and mature oligodendrocyte population progression.

To confirm the large increase in the population of iOLs in 2aOKO brains as identified through scRNA-Seq and understand the impact on MOL development, we performed IF analysis for stage-specific markers on P8 brains. The ITPR2 marker, which mainly labels COPs/NFOLs (11), revealed an approximately 60% increase in this population in the corpus callosum of 2aOKO relative to 2a*^fl/fl^* control brains (Figure 4A). Using the Bcas1 antibody, which labels COPs/NFOLs and MFOLs but not MOLs (33), revealed that 2aOKO brains exhibited an approximately 2.5-fold increase in Bcas1^+^ cells in the corpus callosum relative to 2a*^fl/fl^* controls (Figure 4B). Quantifying the MOL population with CC1 antibody revealed a decrease by approximately 50% in 2aOKO compared with 2a*^fl/fl^* control corpus callosum (Figure 4C). Moreover, verifying this finding with another MOL marker, GST_π_, also showed an approximately 60% decrease in 2aOKO relative to 2a*^fl/fl^* control corpus callosum (Figure 4D). These data support the conclusion that loss of Mfsd2a in OPCs results in precocious differentiation of OPCs into committed but nonmyelinating oligodendrocytes, with a negative impact on the ability of COPs/NFOLs to mature into myelinating cell populations.

### OPC-specific Mfsd2a deficiency alters gene expression profiles in OPC and iOL populations.

To delineate the developmental differences associated with OPCs and iOLs due to loss of Mfsd2a, we isolated these cell populations by magnetic-activated cell sorting (MACS) using Pdgfra (for OPCs) and O4 (for iOLs) antibody microbeads, respectively, and performed bulk RNA-Seq on these populations. Differential gene expression analysis of OPCs (Pdgfra^+^) and iOLs (O4^+^) from 2a*^fl/fl^* controls showed that these cell populations were distinct, as evidenced by significant increases in differentiation and MOL markers in the O4^+^ population — such as Mobp, Enpp6, Mag, and Plp1 — with a reciprocal decrease in oligodendrocyte precursor markers — namely Pdgfra, Cspg5, Ptprz1, Fabp7, and Ascl1 — compared with the Pdgfra^+^ population (Figure 5A). These findings indicated that we isolated 2 oligodendrocyte cell populations having distinct differentiation states. Gene expression analysis of OPCs from 2a*^fl/fl^* and 2aOKO brains revealed a significant increase in Srebp-regulated genes involved in lipid metabolic pathways, namely Srebf1, Thrsp, Cyb5r1, and Tsku in 2aOKO OPCs (Figure 5B and Supplemental Table 2). Other lipid metabolic pathway genes, such as Cers3, Hpgds, and Acat3, were also upregulated in 2aOKO OPCs. Moreover, genes known to regulate OPC differentiation — Nkx6-1, Id2, Bmf, and Bdnf — were significantly downregulated in 2aOKO OPCs (34–37).

Similar to OPCs in 2aOKO brains, O4^+^ cells from 2aOKO brains exhibited upregulation of Srebp pathway genes such as Scd1, Pnpla3, and Tm6sf2 (Figure 5C and Supplemental Table 2). In addition, genes that are highly expressed at very late stages of oligodendrocyte differentiation, namely Mal, Apod, Mgst3, Acy3, Galnt6, Efna1, Tppp3, and Phlda3, were downregulated in O4^+^ cells from 2aOKO brains (Supplemental Table 2), consistent with a defect in maturation of iOLs (Figure 4) and reduced myelination (Figure 1 and Supplemental Figure 1, C and D). Interestingly, class II MHC genes, such as H2-Aa and H2-Ab1, that are known to be uniquely expressed in a subset of OPC populations identified in an experimental autoimmune encephalomyelitis mouse model (38), as well as the nonclassical MHC class I gene H2-T10, were significantly increased in O4^+^ cells from 2aOKO brains (Figure 5C). Several long noncoding RNAs, such as Gm8801, Slain1os, 1190005I06Rik, Uckl1os, and G530011O06Rik, that are expressed during various stages of oligodendrocyte development (39) were also differentially expressed in OPC and O4^+^ cells of 2aOKO brains (Supplemental Table 2), though their function in this process has yet to be clearly determined. Together with the results of the scRNA-Seq analysis, these data indicate that Mfsd2a deficiency in OPCs augments the rapid differentiation of OPCs into intermediate oligodendrocyte stages associated with altered gene regulation of multiple pathways including lipid metabolism and differentiation, while progression from iOLs into maturation states essential for proper myelination is hindered.

### OPC-specific Mfsd2a deficiency alters lipid composition in OPC and iOL populations.

To identify the changes in lipid composition as OPCs differentiate into iOLs, we isolated these cells types (Pdgfra^+^ and O4^+^ cells) from 2a*^fl/fl^* and 2aOKO brains using the MACS approach described above. Lipidomics analysis using targeted mass spectrometry (MS) showed that OPCs from 2a*^fl/fl^* controls were significantly enriched in the percentage of phospholipids with polyunsaturated fatty acyl chains (PUFAs) containing 4–6 double bonds relative to iOLs, while iOLs were enriched in the percentage of saturated and monounsaturated phospholipid content relative to OPCs (Figure 6A). Phospholipids containing fatty acyl chains having 2–3 double bonds were largely similar in these distinct cell populations. Thus, as OPCs differentiated into mature subtypes, their phospholipid pools transitioned from being enriched in PUFAs to having a more saturated fatty acid composition. Remarkably, the lipid profiles of OPCs and iOLs in 2aOKO brains showed a significant reduction in PC and PE species containing DHA (Figure 6, B–D), consistent with the reduced transport of DHA due to the absence of Mfsd2a in these cells. In contrast, OPCs and iOLs from 2aOKO brains had significantly increased PC and PE species having 2–3 double bonds, which are known products of de novo fatty acid synthesis controlled by Srebp-1 (Figure 6, B, C, E, and F). These data indicate that loss of Mfsd2a resulted in reduced uptake of DHA-containing phospholipid species, which leads to a compensatory increase in synthesis of unsaturated fatty acids containing 2 and 3 double bonds. Overall, altered lipid composition and associated gene expression changes correlate with disruption in the normal progression of oligodendrocyte development, leading to hypomyelination.

## Discussion

Myelination of neuronal axons is a complex process carried out by oligodendrocytes, whose development follows a highly ordered pathway from the precursor cell to the mature myelinating stage (10, 11). Disruption along any of these steps can lead to deleterious consequences ranging from oligodendrocyte death to hypomyelination to precocious hypermyelination (40). As evidenced from the literature, developmental regulation of oligodendrocyte lineage through intrinsic factors regulating gene expression is relatively well characterized, as are some of the main extrinsic signals derived from the extracellular environment, such as growth factors and neural activity (41–43). However, relatively little is known regarding the influence of lipids on oligodendrocyte development. Here, we report that the LPC transporter Mfsd2a is crucial for regulating the phospholipid composition of OPCs and oligodendrocyte cell state, which points to polyunsaturated LPC species transported by Mfsd2a as extrinsic factors influencing oligodendrocyte development. Loss of Mfsd2a in OPCs led to the precocious progression of OPCs into an iOL state that correlated with reduced DHA incorporation in phospholipid species, resulting in the depletion of the OPC pool and incomplete transitioning from immature oligodendrocytes into MOLs, ultimately resulting in postnatal brain hypomyelination.

One of the prominent brain phenotypes of Mfs2a deficiency induced at either the BBB or conventionally in the entire mouse is microcephaly and hypomyelination (17, 28) (Supplemental Figure 1A), similar to that in humans with loss-of-function mutations in Mfsd2a. It was not understood whether hypomyelination was a primary or secondary effect of reduced brain growth resulting from the absence of LPC uptake into the brain. We were able to separate these 2 brain phenotypes by deletion of Mfsd2a specifically in OPCs, which did not affect brain growth but did result in hypomyelination, implying that LPC transport into OPCs is critical for myelination. That Mfsd2a is specifically expressed by OPCs suggests that LPCs are found in the interstitium of the brain and could be carried by apolipoproteins such as apoE and apoD, analogous to their transport by albumin in blood. Although the brain interstitial lipidome remains to be elucidated, our findings highlight the importance of its functional role in myelination.

Consistent with recent scRNA-Seq results from P7 brain samples (10), we were able to identify the major cell type clusters using scRNA-Seq of OL-Ribo-TRAP mice. Moreover, we were able to distinguish additional clusters for cycling OPCs representing each cell cycle phase, but only a single cluster of iOLs. 

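In OPC1a-like cells of the joint clusters, Gpc5 had 24.1 CPM in 2afl/fl and 50.5 CPM in 2aOKO (log2 ratio 1.04) and Emid1 50.6 and 88.5 CPM (0.80). Bc1, a small neuronal RNA, had 81.2 and 35.04 CPM (−1.19), Use1 113.5 and 60.02 CPM (−0.91), and Mki67 121 and 76.1 CPM (−0.67). Genes of cholesterol synthesis under Srebp-2 were higher in 21 of 24 in these cells, with a median of 0.27, above every random list. Idi1 had 110.2 and 171.5 CPM (0.63) and Msmo1 131 and 179.5 CPM (0.45), whereas Srebf2 itself had 100.1 and 91.2 CPM (−0.13). Astrocyte genes were higher in the same cells too, in 4 of 4 of the authors' filter (median 0.40) and 6 of 7 others (0.26). The cause of either rise was not tested. Genes of fatty acid synthesis under Srebp-1 were mixed, with 7 of 17 higher and a median of −0.02, Mid1ip1 at 0.38 and Scd2 at −0.13. In OPC1b-like cells all 10 G1-S genes and 14 of 15 G2-M genes were lower in 2aOKO, with medians of −1.01 and −0.87, and Mki67 had 68.1 and 28.9 CPM (−1.21). In NP-like cells all 15 G2-M genes were higher, with a median of 0.59, and Cenpa had 38.6 and 74.4 CPM (0.93). In cycling-like cells 14 of 15 NP markers were lower (median −0.16) and Pfn1, an actin-binding protein, had 182 and 318 CPM (0.80). Class edges move such values, as for the replication gene Mcm3 in OPC1b-like cells, at −0.98 with the libraries clustered apart and −0.10 with them clustered together. Hbb-bs, of red blood cells, was at 3.03 in OPC1a-like and 4.99 in NP-like cells, and mt-Co3 at −0.94 and −1.05. The levels of red blood cell genes are pooled and rest on few cells, since the median cell had 0.0146% of its UMIs in them in 2aOKO and 0.0163% in 2afl/fl.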

Differential gene expression as well as cluster analysis of samples from 2a*^fl/fl^*-OL-Ribo-TRAP and 2aOKO-OL-Ribo-TRAP mice showed that clusters pertaining to specific subtypes of oligodendrocyte lineage development were similar in the 2 groups. However, major differences were found in the percentage of total cell population represented by each subtype — particularly OPC1a and iOL as well as the oligodendrocyte lineage progression, indicating that Mfsd2a was regulating cell state and not cell survival. It should be noted that Mfsd2a expression was more prominent only in OPC1b, OPC1a, and iOL clusters (10, 11, 29) (Supplemental Table 1); thus, any impact of gene-targeted deletion of Mfsd2a on cell populations from earlier phases of the oligodendrocyte lineage — neural progenitors or cycling OPCs — would most likely be due to adaptive changes in lieu of the transition of the OPC1a cell population to COPs/NFOLs. We identified a unique OPC cluster that we designated OPC1a_P only in 2aOKO brains that expressed higher levels of markers from pre-OPCs in addition to lower levels of classical OPC1a and iOL markers, indicating that gene expression and regulation are differentially altered in response to Mfsd2a deficiency in OPCs. As observed in pseudotime analysis, it is predicted that OPC1a_P could progress into a classical OPC state, undergo rapid differentiation directly into iOLs, or exist as an altogether unique cell population. Most strikingly, 2aOKO brains exhibited a dramatic increase in iOL population, indicating precocious differentiation of OPCs that correlated with defective oligodendrocyte maturation and myelination.

Our laboratory has previously shown using multiple Mfsd2a-KO models that reduced DHA transport into the brain increased de novo lipogenesis through activation of the Srebp-1 pathways (28). Transcriptomics on isolated OPCs and iOLs also supported this finding, wherein Srebp-1–regulated lipid metabolic pathway genes were significantly upregulated in OPCs from 2aOKO mice. A previous study using lipidomics on primary rat OPCs in culture found that OPCs differentiated into MOLs showed a distinct increase in saturated fatty acid levels, with a decrease in polyunsaturated fatty acid content relative to that in OPCs (44), suggestive of higher activation of Srebp-1 in MOLs than in OPCs. In agreement with this study, we found that control OPCs had a higher percentage of unsaturated fatty acids in phospholipid species relative to iOLs. Also consistent with the function of Mfsd2a as an LPC-DHA transporter, levels of DHA-containing species were reduced in OPCs and iOLs of 2aOKO brains, with a concomitant increase in monounsaturated fatty acids, which are products of the Srebp-1 pathway. Although Mfsd2a is a lysolipid transporter that has direct effects on phospholipid membrane composition, it is not known how membrane phospholipid fatty acid composition and Srebp-1 regulation of gene targets might converge to synchronize oligodendrocyte differentiation and myelination. Further work is required to determine the molecular mechanism linking lipidomic changes consequent to Mfsd2a deficiency with oligodendrocyte cell state and function. In summary, our findings reveal that LPCs can be considered as extrinsic factors that maintain the OPC state and contribute to the physiological regulation of OPC differentiation. The function of the Mfsd2a/LPC pathway in myelination could be relevant in light of the recent findings that Mfsd2a is downregulated in aging, wherein brain myelination and myelin repair are known to be reduced (45). It will be important to determine whether the Mfsd2a/LPC pathway plays a similar role in adult OPC differentiation and myelination and whether LPC supplementation could help to augment remyelination in demyelinating diseases such as multiple sclerosis and in normal aging.

## Methods

### Animal experimental procedures.

C57BL/6-Tg (Pdgfra-cre)1Clc/J (Pdgfra-cre, stock 013148) (46), B6;CBA-Tg(Sox10-cre)1Wdr/J (Sox10-cre, stock 025807) (47), B6.Cg-Tg(Plp1-cre/ERT)3Pop/J (Plp1-ERT-cre, stock 005975) (48), B6;FVB-Tg(Olig2-EGFP/Rpl10a)JD97Htz/J (Olig2-Ribo-TRAP, stock 030265) (31), B6;FVB-Tg(Pdgfra-EGFP/Rpl10a)JD340Htz/J (Pdgfra-Ribo-TRAP, stock 030268) (32) were purchased from the Jackson Laboratory. All the mouse strains mentioned above were crossed with a mouse strain carrying an Mfsd2a floxed allele (2a*^fl/fl^*) to generate homozygous strains for this allele. Generation of Mfsd2a-KO mice (2aKO mice) and the 2aKI-ERT2-cre: tdtomato reporter mouse line was described previously (18, 30). Mice were housed in a 12-hour light/12-hour dark cycle with controlled humidity and temperature at 23°C, fed ad libitum on normal chow diet (Global 18% Protein Rodent Diet from Harlan, Envigo), and had free access to water. Tamoxifen-induced cre recombination was carried out by intraperitoneal injection of 200 mg/kg body weight tamoxifen (MilliporeSigma, T5648) dissolved in corn oil. Tamoxifen was administered as 3 injections spaced 24 hours apart starting with P3 pups for tdtomato reporter experiments or only a single dose with P5 Plp1-cre/ERT pups, and tissue samples were collected 5 or 3 days after last injection, respectively. For EdU experiments, P7 or P8 pups were given 1 intraperitoneal injection of 250 μg 5-ethynyl-2′-deoxyuridine (EdU, MilliporeSigma, 900584) dissolved in DMSO as indicated. Mice pups were anesthetized with a combination of ketamine (20 mg/kg body weight) and xylazine (2 mg/kg body weight) and perfused transcardially with 1× PBS and 4% paraformaldehyde (PFA) in 1× PBS prior to tissue harvest.

### Immunohistochemistry and quantification.

Brain tissues harvested after perfusion were fixed in 4% PFA for 1 hour at 4°C, cryoprotected in 30% sucrose in 1× PBS for 48 hours at 4°C and embedded in OCT (Sakura Finetek USA). Cryosections (20 μm) in the coronal plane were prepared using Leica Cryostat CM1520. For EdU-labeled brain samples, EdU detection on cryosections (Click-iT EdU Imaging Kit, Invitrogen, C10340) was performed according to the manufacturer’s instructions and then processed as mentioned below for immunohistochemistry. After antigen heat retrieval using sodium citrate buffer, cryosections were incubated in blocking buffer (10% normal goat serum, 1% BSA, 0.3 M glycine in PBS–0.1% Triton-X) for 1 hour at room temperature. Primary and secondary antibodies were prepared in blocking buffer. Sections were incubated overnight at 4°C with the following primary antibodies: Pdgfra (1:100, Cell Signaling Technology, 3174), MBP (1:200, Bio-Rad, MCA409S), MAG (1:100, MilliporeSigma, MAB1567), CNPase (1:300, Cell Signaling Technology, 5664), GFP (1:500, Cell Signaling Technology, 2555), Olig2 (1:200, MilliporeSigma, MABN50), Ki67 (1:400, Abcam, ab15580), ITPR2 (1:40, MilliporeSigma, AB3000), Bcas1 (1:1000, Santa Cruz Biotechnology Inc., sc-136342), CC1 (1:50, Abcam, ab16794), GST_π_ (1:100, BD Transduction Laboratories, 610718). Sections were then incubated with Alexa Fluor 488/568/647 secondary antibodies (1:500, Invitrogen) and nuclei were counterstained with Hoechst 33342 (1:1,000, Invitrogen). After final washing steps with PBS-T, sections were mounted using Fluoromount-G (Southern Biotech, 0100-01) and images were obtained using an LSM710 Confocal Microscope (Zeiss). Immunolabeled cells in the corpus callosum region were counted manually. Sholl analysis to assess the morphological complexity of Pdgfra^+^ OPCs was performed using the Simple Neurite Tracing Plugin from Fiji (ImageJ).

### Electron microscopy analysis.

Mice were anesthetized as indicated above and transcardially perfused with 0.1 M cacodylate buffer, followed by a fixative solution containing 2% PFA and 2.5% glutaraldehyde in 0.1 M cacodylate buffer. Brain tissues harvested after perfusion were immersed in the same fixative solution overnight at 4°C, and corpus callosa were isolated from 1 mm coronal slices of brain and postfixed in 2% osmium tetroxide. Samples were rinsed, dehydrated in a graded series of ethanol, and embedded in epoxy resin. Ultrathin sections were prepared and stained with 1% uranyl acetate and lead citrate. Stained sections were examined using a JEOL JEM-1400Flash TEM. A minimum of 200 myelinated axons were counted per animal, and the g-ratio of axons was calculated by determining the ratio of the inner diameter of the axon to the outer diameter of the axon fiber (axon and myelin).

### FACS sorting.

Cerebrum from Ribo-TRAP mouse brain models was excised, and dissociation was performed with a Papain Neural Tissue Dissociation Kit (Miltenyi Biotec, 130-092-628) following the manufacturer’s instructions. A single-cell suspension was then FACS sorted for GFP^+^ cells using a BD FACSAria II SORP Sorter (BD Biosciences), and the percentage of GFP^+^ cells relative to the total cell population was plotted as graphs. For scRNA-Seq, GFP^+^ cells were collected in PBS/0.2% BSA buffer before further processing.

### scRNA-Seq.

FACS-sorted GFP^+^ cells from 2a*^fl/fl^*-OL-Ribo-TRAP control and 2aOKO-OL-Ribo-TRAP mouse brains (1,000 cells per μL) were processed using a Chromium Single Cell 3′ kit v3 (10x Genomics, PN-1000092) for the generation of single-cell Gel Bead-In-Emulsion (GEM) capture, barcoding, reverse transcription, cDNA amplification, and library construction according to the manufacturer’s guidelines. Libraries were sequenced on the Illumina HiSeq 4000 platform.

### Single-cell data analysis.

Raw reads in the FASTQ files were quantified via transcript-associated unique tags (unique molecular identifiers [UMIs]) using Cell Ranger (v.3.1.0) and aligned to the mouse reference genome (mm10-3.0.0), with the expected cell recovery per sample set to 10,000. The data output across all samples was comparable, with the estimated number of cells ranging from 9,526 to 10,084, with a median of 2,540–2,565 genes per cell, a mean count of 49,239–49,453 reads per cell across samples, and a unique read mapping rate of 91.7%–92.2%. Downstream data analysis was performed using the Seurat package (v.4.0.2) (49) and customized scripts in R. The Cell Ranger–derived raw expression matrix was normalized and log transformed by a scale factor of 10,000 using the *NormalizeData* function in Seurat. 

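Sorted cells of both libraries had like ranges of depth after the authors' filters. UMIs per cell ranged from 2995 to 29891 in 2afl/fl and from 2984 to 29864 in 2aOKO, with 4 cells of each library just below the lower limit of the authors' filter. The lowest number of genes per cell was 1285 and 1358. Mitochondrial RNA made up at most 14.99% and 14.95% of a cell's UMIs, with a mean over cells of 4.17% in 2afl/fl and 3.44% in 2aOKO.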

Cells with UMI counts between 3,000 and 30,000 for 1,200 or more genes and with less than 15% mitochondrial genes were retained for further analysis. Similarly, genes with average log_10_ UMI count of –2 or higher and with 2 or more UMIs observed in 5 or more cells were retained. Additionally, cells not expressing any of the following cell type–specific marker genes (endothelium — Cldn5, Ly6c1, Vtn, Col4a1, Igfbp7; astrocytes — Agt, Aqp4, Gja1, Htra1; microglia — Hexb, Cx3cr1, Ctss, C1qa, C1qb; neurons — Neurod1, Pcp4, Calb2, Eomes, Sema3c) were removed. 

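Genes of other cell types were left at a trace in the counts. No cell had more than 1 UMI of any of the 19 genes. Without thinning, a UMI of at least 1 of them was found in 51.9% of 2afl/fl cells and 59.7% of 2aOKO cells. The astrocyte water channel Aqp4 was found in 482 cells of 2afl/fl and 578 of 2aOKO, and Col4a1, a collagen of the endothelial basement membrane, in 306 and 319. Red blood cell genes were not among the 19, and they took more than 1% of the UMIs in 8 cells of 2afl/fl and 25 of 2aOKO.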

Cells that expressed one of the early markers Bmp4, Itpr2, Cnksr3, and Neu4 together with one of the late markers Ctps, Mog, and Klk6 were also filtered out, resulting in a final tally of 4,276 cells in the 2a*^fl/fl^*-OL-Ribo-TRAP sample and 3,752 cells in 2aOKO-OL-Ribo-TRAP samples for downstream analysis. 

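Late markers, counted here without thinning, differed between the libraries in what was listed. Klk6 was not among the genes listed for either library, and Mog was listed for 2aOKO alone, with a UMI in 34 cells and up to 60 UMIs in 1 cell. Ctps, an enzyme of CTP synthesis, was found in 1398 cells of 2afl/fl and 1351 of 2aOKO. An early marker and Ctps were found together in 281 cells of 2afl/fl and 285 of 2aOKO, and with at least 2 UMIs of each in 0 and 1 cells. An early marker and Mog were found together in 24 cells of 2aOKO, of which 14 had at least 2 UMIs of each.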

The top 2,000 highly variable genes were screened by the *FindVariableFeatures* function via the “vst” method. Expression data were prepared for principal component analysis (PCA) after linear scaling by using the *ScaleData* function. PCA was performed with the *RunPCA* function based on the most variable 2,000 genes. Graph-based clustering was performed in Seurat by first constructing a k-nearest neighbor graph using the *FindNeighbors* function, followed by identifying the number of clusters via the *FindClusters* function with resolution 0.6, resulting in 10 and 11 clusters in 2a*^fl/fl^*-OL-Ribo-TRAP and 2aOKO-OL-Ribo-TRAP samples, respectively. Clusters were visualized in 2D space via the (uniform manifold approximation and projection (UMAP) method (50) based on the first 12 principal components, with minimum distance set to 0.3 and number of neighbors fixed at 30. Cluster-based differential gene expression was performed by comparing each cluster to others using the *FindAllMarkers* function in the Seurat package. For the inference of cell lineage structures, a pseudotemporal reconstruction for the inference of cell lineage structures was performed via the *slingshot* function in the *dynwrap* package (https://cran.r-project.org/web/packages/dynwrap/index.html).

### Transcriptomics.

Brain dissociation from 2a*^fl/fl^* and 2aOKO mouse brain was prepared as indicated above. Immunomagnetic cell sorting from single-cell suspensions for OPCs and iOLs was performed on LS columns (Miltenyi Biotec, 130-042-401) using microbead kits from Miltenyi Biotec (for OPCs: CD140a [PDGFRα] MicroBead Kit, mouse, 130-101-502; and for O4: anti-O4 microbeads, human, mouse, rat, 130-096-670) based on the manufacturer’s protocols. Total RNA was extracted using a QIAGEN RNeasy Mini kit, and 900 ng per sample was used for library preparation using NEBNext Ultra TEM RNA Library Prep Kit for Illumina (NEB) according to the manufacturer’s instructions and sequenced on an Illumina HiSeq2000. Partek Flow (version 10) was used for analysis, and paired-end sequenced reads were aligned to mm39 genome using STAR alignment 2.7.8a (51) and annotated using Ref-Seq. Features were filtered using recommended parameters and median ratio normalized. Differential gene expression analysis was performed using DESeq2 (52) and genes with fold change of at least 1.25 and *P* < 0.05 were considered significant.

### Lipidomics.

Isolation of OPCs and iOLs was performed as mentioned above. A single-phase butanol/methanol (1:1; BuMe) protocol was applied for lipid extraction. The BuMe solution contained a mixture of internal standards (ISTD), including acylcarnitine (AcylCarn 16:0 d3), dihydroceramide (Cer d18:0/8:0), ceramide (Cer d18:1/8:0), hexosylceramide (Hex1Cer d18:1/8:0), monosialodihexosylganglioside (GM3 d18:1/18:0 d3), sphinganine (Sph d18:0 d7), sphingosine (Sph d18:1 d7), sphingomyelin (SM d18:1/12:0), diacylglycerol (DG 30:0), triacylglycerol (TG 36:0), lysophosphatidylcholine (LPC 13:0), lysophosphatidylethanolamine (LPE 14:0), phosphatidylcholine (PC 26:0), phosphatidylethanolamine (PE 34:0), phosphatidylglycerol (PG 34:0), phosphatidylinositol (PI 25:0), and phosphatidylserine (PS 34:0). An aliquot of 200 μL BuMe solution was added into cell pellets. Samples were vortexed for 10 seconds and sonicated with ice in an ultrasonic bath for 40 minutes. Samples were centrifuged at 14,000 *g* for 10 minutes at room temperature, and then supernatants were transferred to the MS vial for liquid chromatography–MS (LC-MS) analysis.

The chromatographic separation was performed on an Agilent ZORBAX Eclipse Plus Rapid Resolution HD C18 (95 Å, 2.1 × 50 mm, 1.8 μm) column at 0.4 mL min^–1^ in an Agilent 1290 UHPLC system. The mobile phase A was 10 mM ammonium formate in 40% acetonitrile and 60% water, and the mobile phase B was 10 mM ammonium formate in 10% acetonitrile and 90% isopropanol. The gradient was set as 60% B from 0 to 2.00 minutes, 100% B from 2.00 minutes to 14.00 minutes, 100% B decreased to 20% until 14.01 minutes and 20% B continued until 15.8 minutes. The total run time was 15.80 minutes. The analysis was performed on an Agilent 6495 QQQ mass spectrometer (Agilent Technologies). The Agilent Jet Stream Electrospray Ionization (AJS ESI) source parameters were set as follows: dry gas temperature and flow were 250°C and 14 L min^–1^, respectively. Nebulizer pressure was 35 psi, and sheath gas temperature and flow were set to 250°C and 11 L min^–1^, respectively. Capillary voltage and nozzle voltage set to 3,000 V and 1,000 V, respectively, and the delta EMV was 200 V. Both positive and negative high/low pressure radio frequency were set to 150/60. The fragmentor voltage was 166 V, and the cycle time was 900 ms. Retention time windows, cell acceleration voltage, and collision energy varied depending on different lipid classes. For each analysis, 5 μL extract was injected. The MS was performed in positive ionization mode with a dynamic multiple reaction monitoring method (dMRM). Relative lipid concentrations in each sample were obtained after normalizing by MS peak area of lipid species, MS peak area of ISTDs, concentrations of ISTDs in BuMe solution, and cell number of the samples. Lipid species were categorized into phospholipids, sphingolipids, or neutral lipids and represented as mol% of lipid class.

### Statistics.

The numerical results are represented as mean ± SEM. Statistical differences were calculated using 2-tailed Student’s *t* test (unpaired), and graphs were prepared using GraphPad Prism 9.0. *P* values of less than 0.05 were considered to be significant in all cases. The numbers of animals used to perform the experiments are indicated in the figure legends.

### Study approval.

All mouse experiments were performed using protocols approved by SingHealth IACUC (protocol 2018/SHS/1416).

### Data availability.

scRNA-Seq and bulk RNA-Seq raw data files were deposited in the NCBI’s Gene Expression Omnibus (GEO GSE211879 and GSE211228). See Supporting Data Values for source data underlying reported values.

## Author contributions

All experiments and data analysis were performed by VS. Analysis of scRNA-Seq data was carried out by MH and VS with supervision by SG. Targeted lipidomics was performed by JO with supervision by FT and MRW. Analysis of RNA-Seq and lipidomics was assisted by BHW. Tissue isolation was assisted by DLG. The manuscript was written by VS and DLS. Figures were prepared by VS. Guidance, input, experimental design and analysis at all stages of the project were provided by DLS.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supporting data values

## Figures and Tables

**Figure 1:**
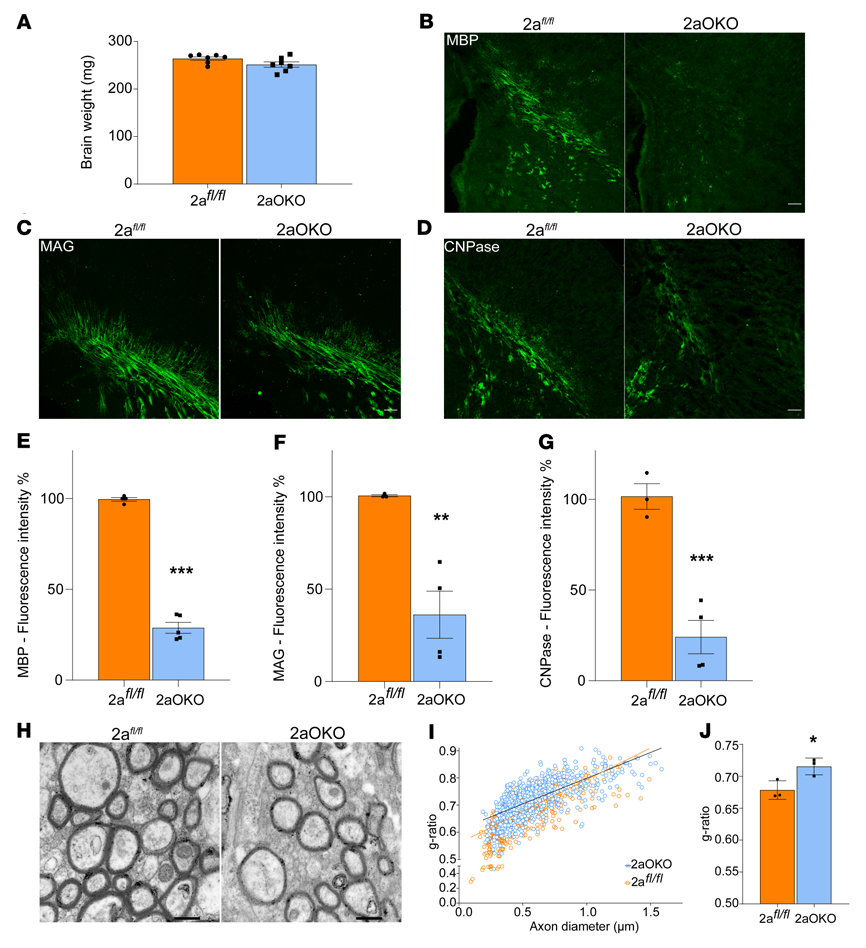
Loss of Mfsd2a in OPCs causes hypomyelination. (**A**) P8 brain weights of 2a*^fl/fl^* and 2aOKO mouse pups indicate no microcephaly due to Mfsd2a knockout in OPCs. Data are presented as mean ± SEM; *n* = 7 per genotype. (**B**–**G**) Representative images and quantification of coronal sections of the corpus callosum from P8 brain immunostained with the myelin marker proteins MBP (**B** and **E**), MAG (**C** and **F**), and CNPase (**D** and **G**) indicate hypomyelination in 2aOKO compared with 2a*^fl/fl^* control mice. Data are presented as mean ± SEM; *n* = 3–5 per genotype. Scale bars: 100 μm. ***P < 0.0001, **P < 0.001 by 2-tailed Student’s *t* test (unpaired). (**H**) Representative TEM images of the corpus callosum of P67 brains from 2a*^fl/fl^* and 2aOKO mice. Scale bars: 500 nm. (**I**) Graphical representation of the g-ratio of individual fibers in relation to axon diameter presented as scatter plots for 2a*^fl/fl^* and 2aOKO mice. (**J**) Histogram of g-ratio comparison between 2a*^fl/fl^* and 2aOKO mice. Data are presented as mean ± SEM; *n* = 3 per genotype. *P < 0.05 by 2-tailed Student’s *t* test (unpaired).

**Figure 2:**
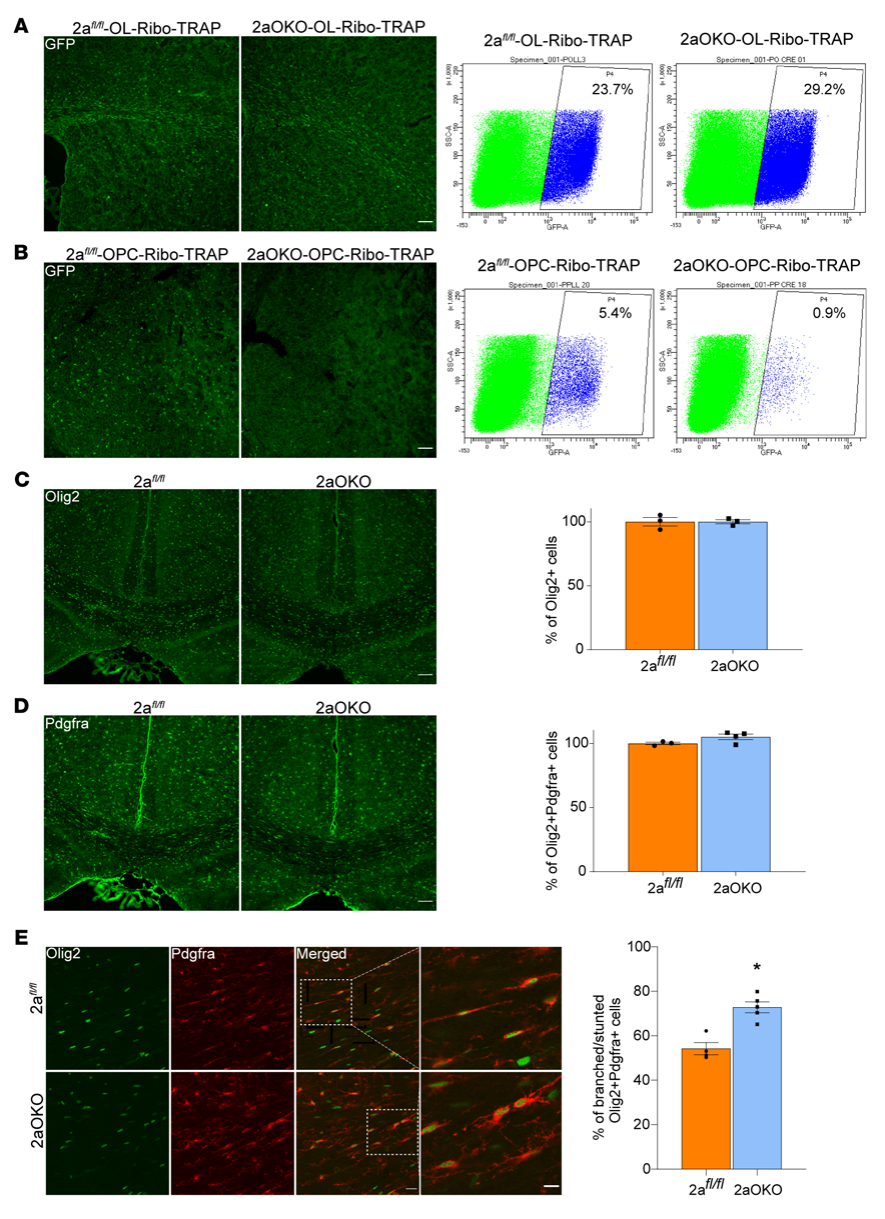
Mfsd2a deficiency in OPCs alters their numbers and morphology. (**A**) Flow cytometry analysis of GFP^+^ cells from P8 brains of 2a*^fl/fl^*-OL-Ribo-TRAP control and 2aOKO-OL-Ribo-TRAP mice indicates no major changes in the total oligodendrocyte lineage population resulting from Mfsd2a deficiency in OPCs. *n* = 3 per genotype. (**B**) Flow cytometry analysis of GFP^+^ cells from P8 2a*^fl/fl^*-OPC-Ribo-TRAP control and 2aOKO-OPC-Ribo-TRAP brains revealed a decrease in GFP^+^ OPCs in 2aOKO-OPC-Ribo-TRAP brains. *n* = 3 per genotype. (**C**) IF analysis of P8 brain coronal sections from 2a*^fl/fl^* and 2aOKO mice with Olig2 antibody indicates similar numbers of whole oligodendrocyte lineage cells at the corpus callosum in these genotypes. *n* = 3 per genotype. (**D**) Double immunostaining of P8 brain coronal sections with Pdgfra and Olig2 antibodies indicates similar Pdgfra^+^ OPC population numbers at the corpus callosum in 2a*^fl/fl^* and 2aOKO mice. *n* = 3 per genotype. Scale bars: 100 μm. (**E**) Double immunostaining from **D** reveals OPC morphological heterogeneity, with an approximately 25% increase in cells with branched/stunted morphology in 2aOKO compared with 2a*^fl/fl^* control mice, which mostly display a classical bipolar morphology. Scale bar: 20 μm. The far-right columns show 2.5× magnified images of the regions indicated in the merged images. Scale bar: 10 μm. Data are presented as mean ± SEM; *n* = 3–4 per genotype.*P < 0.01 by 2-tailed Student’s *t* test (unpaired).

**Figure 3:**
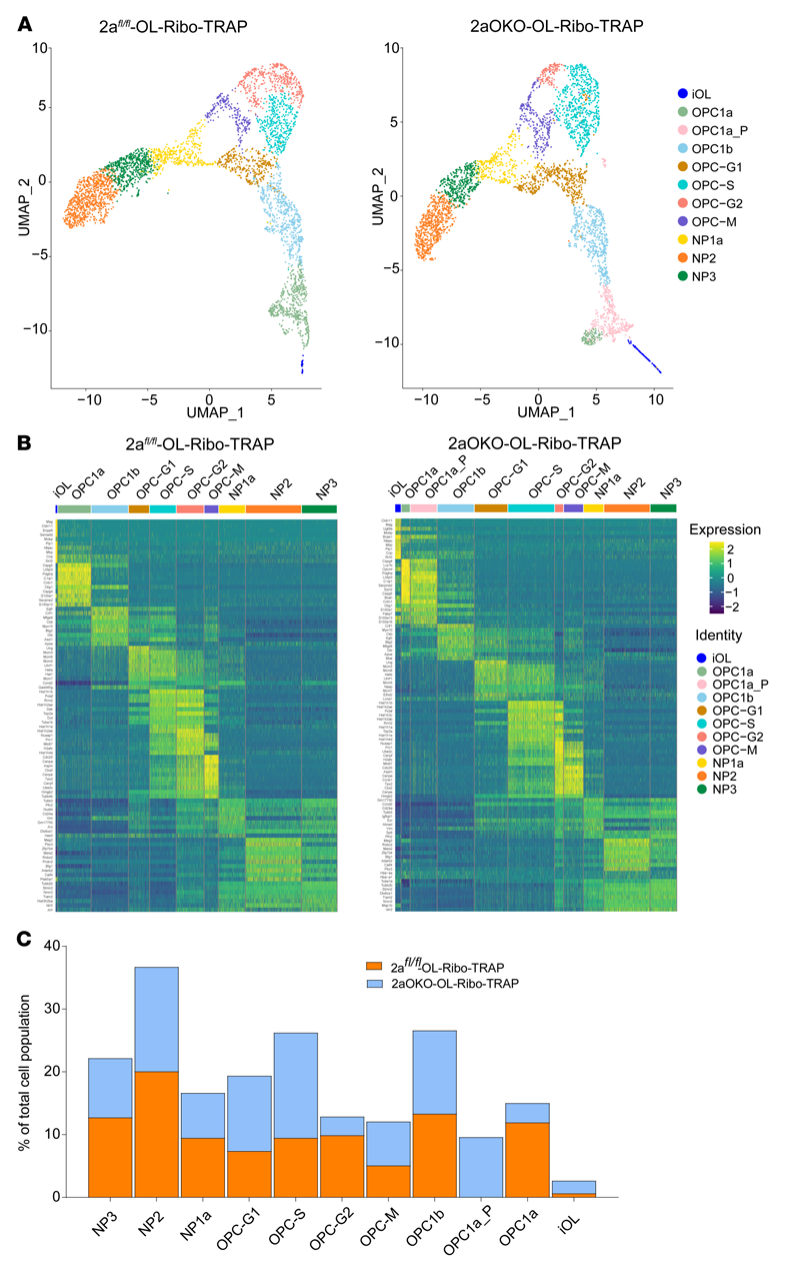
scRNA-Seq of 2aOKO early postnatal brain reveals altered population dynamics in the oligodendrocyte lineage. (**A**) Uniform manifold approximation and projection (UMAP) plots depicting the various oligodendrocyte lineage clusters of GFP^+^ flow-sorted cells from P8 brains of 2a*^fl/fl^*-OL-Ribo-TRAP (4,276 cells) and 2aOKO-OL-Ribo-TRAP (3,752 cells) mice. (**B**) Heatmap (green = low, yellow = high) of the top differentially expressed genes per cell cluster for both 2a*^fl/fl^*-OL-Ribo-TRAP and 2aOKO-OL-Ribo-TRAP brains. (**C**) Stacked bar plots show the percentage of each individual cell cluster relative to the total cell population for both 2a*^fl/fl^*-OL-Ribo-TRAP and 2aOKO-OL-Ribo-TRAP brains.

**Figure 4:**
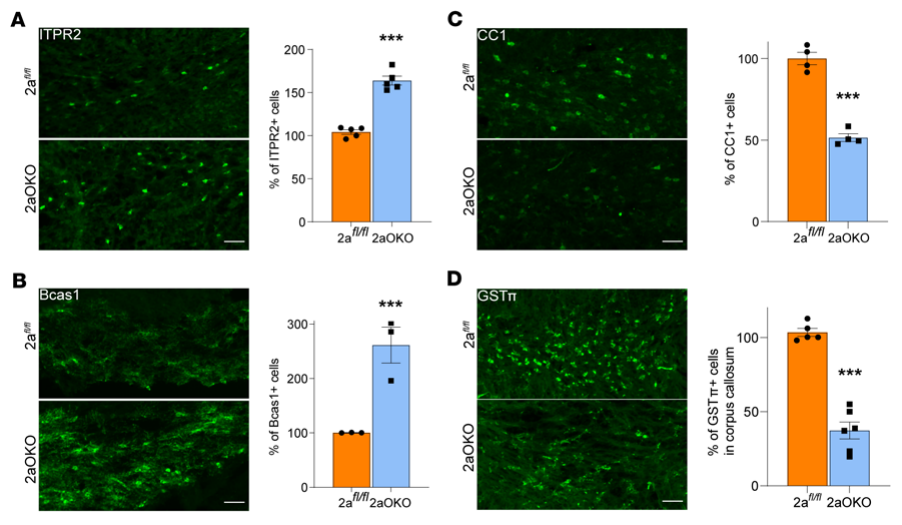
OPC-specific Mfsd2a deficiency affects immature and mature oligodendrocyte population progression. (**A**–**D**) IF analysis of P8 brain coronal sections with ITPR2 (**A**) and Bcas1 (**B**) antibodies indicates a significant reduction in numbers of iOLs at the corpus callosum in 2aOKO compared with 2a*^fl/fl^* control mice. *n* = 3–5 per genotype. MOLs are substantially reduced in corpus callosum of P8 brain from 2aOKO relative to 2a*^fl/fl^* control mice as determined by IF on coronal sections with CC1 (**C**) and GST_π_ antibodies (**D**). *n* = 4–6 per genotype. Scale bars: 50 μm. Data are presented as mean ± SEM; *n* = 4–6 per genotype. ***P < 0.0001 by 2-tailed Student’s *t* test (unpaired).

**Figure 5:**
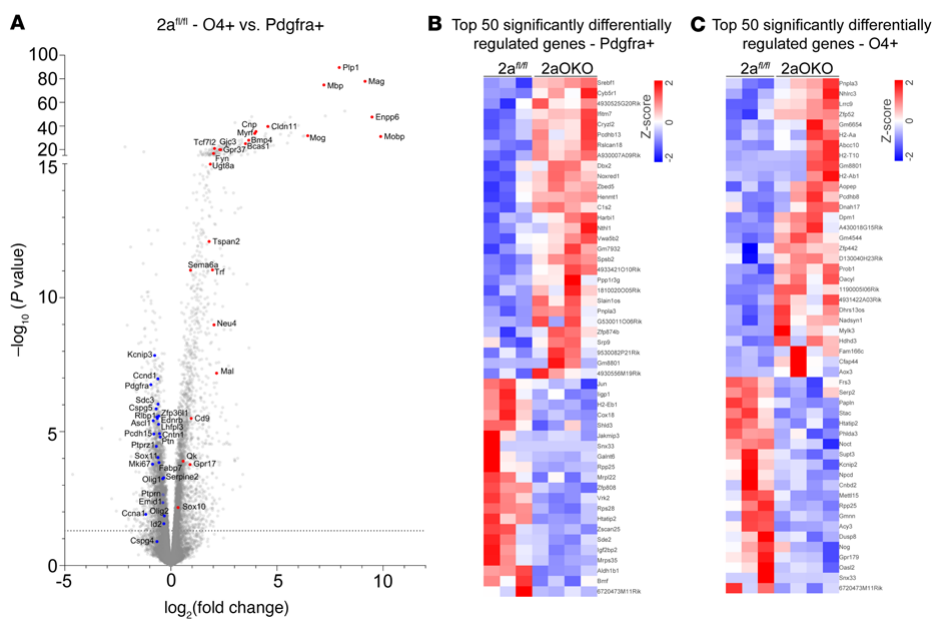
OPC-specific Mfsd2a deficiency alters gene expression profiles in OPC and iOL populations as determined by RNA-Seq. (**A**) Volcano plot shows transcriptional profile changes associated with differentiation of OPCs to iOLs in P8 brains of 2a*^fl/fl^* controls. Classical markers of MOLs and genes associated with cell differentiation are upregulated (red) and OPC markers are downregulated (blue) in O4^+^ cells (iOLs) compared with Pdgfra^+^ cells (OPCs). (**B**) Heatmap depicting the top 50 differentially expressed genes in OPCs from P8 brains of 2aOKO relative to 2a*^fl/fl^* control mice. (**C**) Heatmap displaying the top 50 differentially expressed genes in iOLs from P8 brain of 2aOKO compared with 2a*^fl/fl^* control mice. Color bars indicate *z* score transformation on median ratio–normalized counts. *n* = 3–4 per genotype.

**Figure 6:**
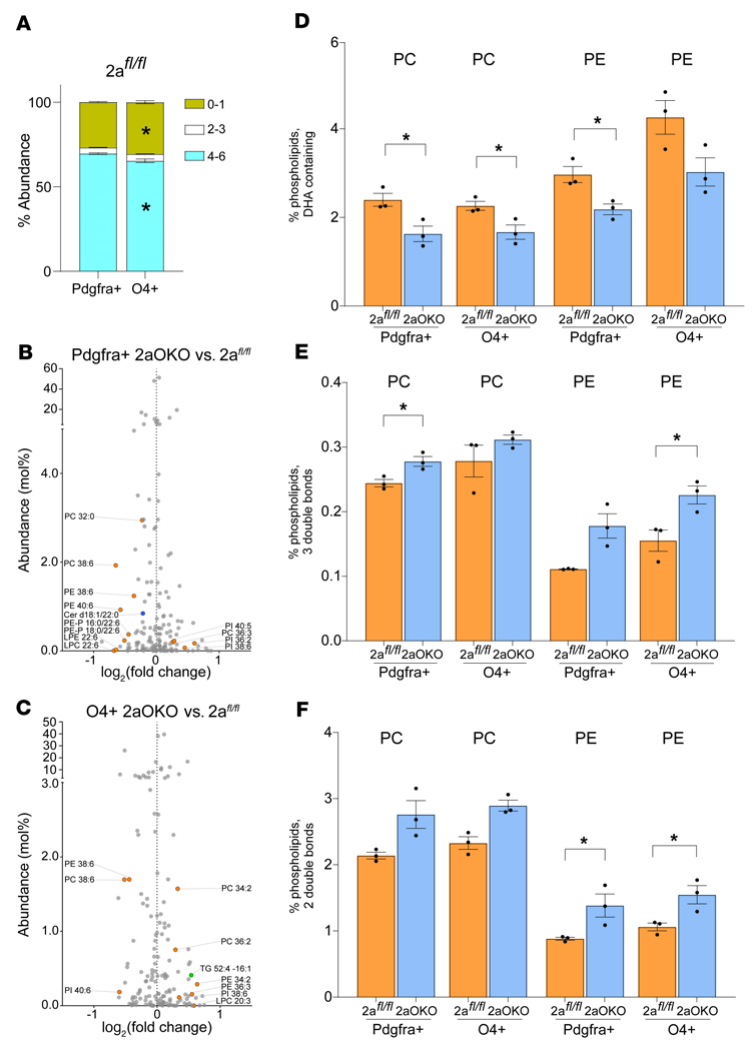
OPC-specific Mfsd2a deficiency alters lipid composition in OPC and iOL populations. Lipidomic analysis of OPCs (Pdgfra^+^) and iOLs (O4^+^) isolated from P8 brains of 2a*^fl/fl^* and 2aOKO mice. (**A**) Stacked bar plots show the percent distribution of phospholipids with different degrees of unsaturation. (**B**) Volcano plot showing the percentage of total lipids that are significantly different in OPCs from 2aOKO relative to 2a*^fl/fl^* control brains. Significantly different phospholipids are indicated in orange and ceramides in blue. (**C**) Volcano plot showing the percentage of total lipids that are significantly different in iOLs from 2aOKO relative to 2a*^fl/fl^* control brains. Significantly different phospholipids are indicated in orange and triglycerides in green. (**D**–**F**) Percentage of PC and PE containing DHA or fatty acids with a total of 2 or 3 double bonds in OPCs and iOLs from 2aOKO and 2a*^fl/fl^* control brains. Data are presented as mean ± SEM; *n* = 3 per genotype. *P < 0.05 by 2-tailed Student’s *t* test (unpaired).

**Table 1:**
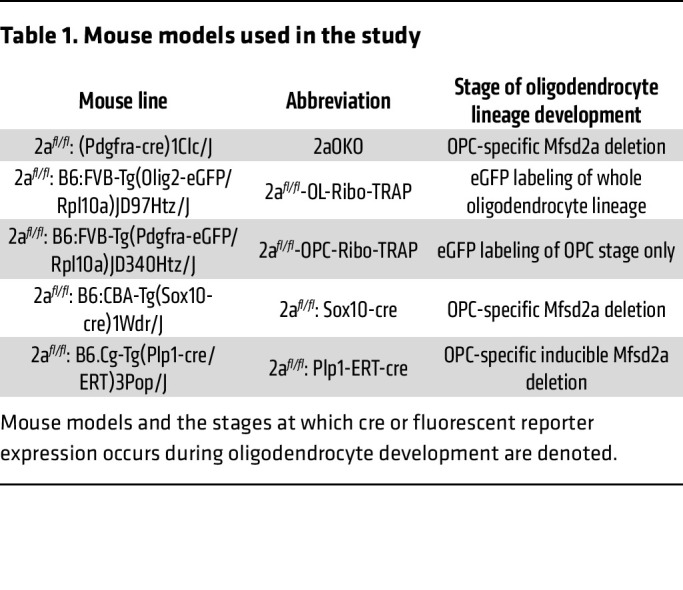
Mouse models used in the study

## Version 1 04/27/2023

In-Press Preview

## Version 2 06/15/2023

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

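GFP+ cells of P8 2afl/fl and 2aOKO brains of the Olig2-EGFP/Rpl10a line were measured by 10x 3′ scRNA-Seq, with 1 library per genotype. The authors made counts with Cell Ranger 3.1.0 on mm10, filtered cells and genes, and deposited for each library a table of UMI counts and a table of normalized values. The counts were whole numbers, and the normalized values, as deposited by the authors, were the natural log (ln) of 1 plus 10000 times the count over the cell's total, to within 5.3e-15. The deposited counts were used throughout, with 13047 genes in 2afl/fl and 13087 in 2aOKO, of which 12773 named genes were in both. In each table 21 genes carried a date in place of a name, with 0.145% and 0.141% of UMIs, and these were left out of gene comparisons. No column of values was left unused (0).

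Each library was normalized, reduced and clustered with Seurat 5.3.0 in R 4.3.3 (2000 variable genes, 12 principal components, resolution 0.6, seed 42), where the paper used an earlier Seurat. A cluster took the class with the most markers among its top 50 genes by fold over the other cells, with at least 50 CPM and at least 3 markers, and the top 10 genes were read to check each class. Alternatives were 1000 variable genes, 20 principal components, resolutions of 0.4 and 0.8, seed 7, both libraries together, cells thinned to 2900 UMIs before clustering, Scrublet doublets left out (5% expected, and 2.13% and 1.76% of cells marked), the closest mean of Supplemental Table 1, and the highest marker score. Pseudotime and PAGA were run in scanpy 1.11.5 with 30 neighbours (15 as an alternative). Counts of each class were pooled and scaled to CPM, with 1 CPM added before log2 ratios (10 as an alternative). Further alternatives were median of ratios scaling, 117 red blood cell, mitochondrial and ribosomal protein genes left out of the totals, the mean over cells of the authors' normalized values, and no minimum level. Cells were thinned to 2900 UMIs for shares of cells with a UMI (2000, or 1 more UMI needed, as alternatives), which left out no cell.

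Genes were named if the paper names them in its single-cell results, or if they had the 8 highest or 8 lowest log2 ratios over all cells or in OPC1a-like cells, or the 5 highest or 5 lowest in another class. This took genes with at least 50 CPM in 1 library and at least 50 counts over both, and of each of 38 gene lists the 2 highest and 2 lowest members. Values in the paper's tables had been seen when the rule was written. For each list the median log2 ratio was set against 10000 random lists of genes with like mean levels, and its interval came from 1000 Poisson draws. Lists with too few measured members have no value. With 1 library per genotype no test of genes was possible, and intervals at 95% cover counting error alone. On simulated Poisson counts of 3404 genes, 50 genes at each fold of 1.25, 1.5, 2 and 4 had the right direction in 100% of cases, and the interval left out 1 for 4.84% of unchanged genes. These counts held no spread between animals or libraries and follow the model of the interval. The 4.84% is thus a check of the calculation and not an error rate for the real libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, anndata 0.12.19, scikit-learn 1.9.0, SeuratObject 5.2.0 and Matrix 1.6.5 were used. The paper's bulk RNA-Seq, lipid and protein measurements were not analysed here.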

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

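Tests chosen only after the result was seen were those of the authors' filter, the cluster edge and both together, of depth by iOL markers per cell, of pairs as the source of most OPC1a_P cells, and of class shares and free RNA for Mfsd2a.

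The share of iOL-like cells in 2aOKO was 3.09 times (1.98–4.96) that in 2afl/fl with the libraries clustered apart. With every cell thinned before clustering the ratio was 0.258 (0.197–0.333), which leaves depth open for the clustered share, since 323 cells of 2afl/fl in place of 28 were then iOL-like, whereas for cells with at least 8 of 15 iOL markers among 2900 UMIs depth alone is argued against by a ratio of 1.70 (1.12–2.58). The edge of the iOL-like cluster may account for part of it, since the ratio was 1.82 (1.1–3.06) with the libraries clustered together. The authors' filter on early and late markers cannot be told apart from genotype, because Mog is not listed for 2afl/fl: leaving out cells with an early marker and Mog gave 2.17 (1.35–3.57) apart and 0.977 (0.535–1.77) together. A further course of differentiation in 2aOKO, or a difference by sex, stays open and was not tested.

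The paper's OPC1a_P cluster appeared in 2aOKO alone. Cells like these may be present in 2afl/fl and joined there with OPC1a cells, since 2aOKO made up 51.8% of joint cluster 7, which held most of them, at equal weight. Pairs of an OPC and a progenitor in 1 droplet may add to it, since 2aOKO cells closest to OPC1a_P had 2.52 times the median UMIs of those closest to OPC1a and Scrublet marked 5.20% of them against 1.76% of all cells, although the OPC1a cells were shallow. Whether pairs were the source of most OPC1a_P cells cannot be told from depth or Scrublet. The median depth of OPC1a_P cells was 1.06 times that of all 2aOKO cells, and Scrublet marked 18 of 360. A pair of a shallow OPC1a cell (median 4327 UMIs) and a progenitor could have the depth of OPC1a_P cells (median 10308.5 UMIs). Scrublet marked fewer cells than the 5% expected, so it may have missed pairs. Gene levels argue against pairs with NP-like cells, though not with other classes, as the source of most OPC1a_P cells. NP-like cells of 2afl/fl had 2626 CPM of Stmn2, 1891 of Tubb3, 1379 of Dlx6os1 and 1037 of Dlx1. These were many times the levels in the OPC1a_P cells. A shift of these cells towards progenitor genes by genotype, as for Dlx6os1 in joint cluster 7, stays open and was not tested.

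Mfsd2a was not lower in the library labelled 2aOKO. A larger share of the classes that express it is argued against as the whole cause, since over OPC1a-like, OPC1b-like and iOL-like cells together the ratio was 1.28 (1.11–1.47). Free RNA is argued against by a level in these classes 17.1 times (11.2–27.6) that of NP-like cells. Transcripts of the recombined gene that keep their 3′ end cannot be told apart from those of an intact gene, since the ratio over all cells of 1.37 (1.20–1.56) counts 3′ ends alone. An exchange of labels, and a biological rise of the transcript, stay open and were not tested.

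Xist, on which the paper does not report, had 2013 CPM in 2aOKO and was not listed for 2afl/fl. A UMI of Ddx3y, Eif2s3y, Kdm5d or Uty was found without thinning in 73.4% of 2afl/fl cells and these genes were not listed for 2aOKO, so sex and genotype cannot be told apart. Red blood cell genes, which the paper does not discuss, took 73.7% of the UMIs of a 2aOKO cell at most, against 39.0% in 2afl/fl.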

How the results depend on the processing

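Settings that leave out cells with Mog or count iOL markers per cell were chosen only after the result was seen. No paired analysis was possible because each genotype had 1 library. Of the values that answer a comparison, 93 stayed, 35 moved and 8 turned, and of the values of single genes 1170 stayed, 50 moved and 10 turned. Most were held against the counting interval of the value reported. Numbers of clusters and of pairs in lineage order stayed if within 1.5 times of it. Differences in the mean of normalized values are in another unit and were counted as stayed unless they turned. The numbers that stayed thus do not measure stability within counting error alone. The small number of iOL-like cells limits their share, and the cause of each change below was not tested unless named.

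The ratio of iOL-like shares, 3.09 as reported, was 0.276 with 1000 variable genes, 0.251 with 20 principal components, 0.258 at resolution 0.8, 0.258 with thinned cells and 0.260 without Scrublet doublets, where 2afl/fl iOL-like cells shared a cluster with OPC1a-like cells. It was 1.82 with both libraries together and 1.55 by the highest marker score. It was 1.29 with at least 8 of 15 iOL markers, and among 2900 UMIs 1.70 with at least 8, 1.77 with at least 6 and 1.82 with at least 10. Without cells that had an early marker and Mog it was 0.977 with both libraries together and 1.09 by at least 8 markers among 2900 UMIs, and 1.27 together where 2 UMIs of each were needed. This step could remove 2aOKO cells alone, since Mog is not listed for 2afl/fl.

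The ratio of OPC1a-like shares, 1.18 as reported, was 2.13 with 1000 variable genes, 1.78 with 20 principal components, 2.59 at resolution 0.8, 2.51 with thinned cells, 2.67 without doublets and 0.961 with another seed. That of OPC1b-like shares, 0.994 as reported, was 1.25 with both libraries together, 1.56 with thinned cells, 1.34 with another seed, 1.27 by the closest mean and 1.22 by marker score. That of cycling-like shares was 0.729 with thinned cells and 1.23 with another seed, and that of NP-like shares 0.706 with thinned cells. OPC1a-like cells of 2afl/fl lay in 1 cluster, against 2 as reported, with 1000 variable genes, 20 principal components, resolutions 0.4 and 0.8, thinned cells or doublets left out, and those of 2aOKO in 1 at resolution 0.4. The share of OPC1a-like 2afl/fl cells closest to OPC1a_P, 45.9% as reported, was 72.8% with 1000 variable genes, 88.0% with 20 principal components, 41.4% at resolution 0.4, 82.0% at 0.8, 77.5% with thinned cells, 80.6% without doublets and 55.6% with another seed.

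The log2 ratio of Mfsd2a over all cells, 0.41 as reported, was 0.24 with 10 CPM added. As a difference in the mean over cells of normalized values, Hba-a2 (−0.011), Hbb-bs (−0.003), S100a1 (0.034), S100a13 (0.043), Slc1a2 (0.033) and Top2a (0.045) turned over all cells, Hbb-bt (−0.005) and Tubb3 (−0.019) in OPC1a-like cells, as did Hba-a1, OPC1b-like cells (0.014). In joint OPC1b-like cells the log2 ratio of Hba-a1 was 2.82. With 20 principal components the median pseudotime of 2afl/fl iOL-like cells was above that of OPC1a-like cells (0.989 against 0.817), and below it as reported and with 15 neighbours (0.761 against 0.876). With no minimum level, 7 of the 16 genes named over all cells would have been named. The median of all genes in iOL-like cells was 0.11 with red blood cell, mitochondrial and ribosomal protein genes left out of the totals and 0.08 as reported.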

Differences from the paper's values

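No test of these differences was chosen after the result was seen. The paper gives an increase of about 25% in the percentage of OPCs in the cell cycle, and the share of cycling-like cells was 13.2% higher. The paper's supporting values put its cycling clusters at 31.83% of 2afl/fl and 38.75% of 2aOKO cells, an increase of less than 25%. The shares here, 34.54% and 39.1%, were within 1.5 times of these. The settings below are held against the rounded 25% alone. A value was counted as near the paper's where it lay within 1.5 times of it or its counting interval reached it. Of the alternatives set before the data were examined, doublets left out (20.7%), another seed (22.9%) and resolution 0.8 (16.0%) were near it, the last by its interval alone, since the upper bound of its ratio of shares was 1.255. The others were not: 16.0% with 1000 variable genes, where that bound was 1.249, 14.4% with 20 principal components, 7.2% at resolution 0.4, 14.8% with both libraries together, 13.7% by the closest mean, 12.5% by marker score and −27.1% with thinned cells.

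The paper puts OPC1a at 3% of 2aOKO cells, and clusters closest to the paper's OPC1a held 0.0% of them. The paper puts OPC1a_P at 9.6%, and clusters closest to OPC1a_P held 14.8%. Of the alternatives set before the data were examined, 1000 variable genes (3.07% and 9.60%), 20 principal components (3.09% and 11.5%) and thinned cells (2.99% and 11.7%) were near both of the paper's values. Resolutions of 0.4 and 0.8, another seed and doublets left out were not, with 0.0% for OPC1a and 14.5% to 14.8% for OPC1a_P. The paper's results name 1000 variable genes, and this setting gave 2aOKO clusters of 115 and 360 cells with the means of the paper's OPC1a and OPC1a_P. It did not match the paper in 2afl/fl, with 7.34% of cells iOL-like against 0.631%, and 5.94% OPC1a-like against 11.95%.

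The paper finds OPC1a_P in 2aOKO alone. Joint clusters 7 and 8, which hold all but 1 of its cells, held 298 and 273 cells of 2afl/fl. These were the only OPC1a-like joint clusters, and cluster 8 also held all 115 of the paper's 2aOKO OPC1a cells. Of the 360 OPC1a_P cells, 202 lay in cluster 7 and 157 in cluster 8 with those OPC1a cells. The joint clusters thus separated OPC1a_P from OPC1a in part. The 298 cells of 2afl/fl in cluster 7 shared it with most OPC1a_P cells. These counts alone do not show that the 2afl/fl cells are OPC1a_P cells. The paper names OPC1b among the main classes with Mfsd2a, which had 3.11 CPM in OPC1b-like cells of 2afl/fl, against 67.5 CPM in OPC1a-like cells clustered apart (63.4 CPM in joint clusters) and 54.8 CPM in iOL-like cells, where it does match the paper. The paper orders cycling OPCs ahead of OPC1b, and the median pseudotime of cycling-like cells was higher than that of OPC1b-like cells, at 0.835 against 0.789 in 2afl/fl and 0.522 against 0.472 in 2aOKO. In the paper's order of classes, 2 of 4 neighbouring pairs held in 2afl/fl and 3 of 4 in 2aOKO (3 of 4 in both with 20 principal components, and 2 and 3 of 4 with 15 neighbours), the first of them fixed by counting from NP-like cells. The paper's wording removes cells without markers of other cell types, whereas cells without a UMI of these genes were present beside the 51.9% of 2afl/fl cells and 59.7% of 2aOKO cells that had one without thinning. The paper's filter removes cells with an early marker and Mog, whereas 24 such cells of 2aOKO were present, of which 14 had at least 2 UMIs of each. The filter names Ctps as well, and an early marker and Ctps were found together in 281 cells of 2afl/fl and 285 of 2aOKO, with at least 2 UMIs of each in 0 and 1.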

Other observations

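No test of this part was chosen after the result was seen. Genes of phospholipid acyl chain remodelling were higher in 2aOKO over all cells in 16 of 20, with a median log2 ratio of 0.11, and in 13 of 18 in OPC1a-like cells, with a median of 0.13. Acsl3, which activates fatty acids, had 112 CPM in 2afl/fl and 143 CPM in 2aOKO in OPC1a-like cells (0.35). Genes of lysolipid and fatty acid transport were higher in 6 of 10 over all cells, with a median of 0.15. Genes of cholesterol synthesis under Srebp-2 were higher in 17 of 24 over all cells (median 0.07) and in 17 of 24 in NP-like cells (median 0.18), and lower in 18 of 24 in OPC1b-like cells (median −0.11) and in 16 of 24 in cycling-like cells (median −0.07). Genes of fatty acid synthesis under Srebp-1 were even over all cells, with 9 of 18 higher and a median of 0.03. Of 4 Srebp genes that the paper's bulk data place higher in 2aOKO OPCs, 2 were higher over all cells, with a median of 0.17, and of 4 late oligodendrocyte genes measured that its bulk data place lower in 2aOKO O4+ cells, 3 were higher, with a median of 0.28. Of its 3 measured differentiation genes lower in bulk OPCs, 2 were higher, with a median of 0.13. The paper's directions are within OPCs or O4+ cells sorted for bulk RNA-Seq, and values over all cells, most of them NP-like or cycling-like, are not like for like with them.

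Transcription factors of the oligodendrocyte lineage were higher in 14 of 25 over all cells, with a median of 0.08, Olig2 at 150 and 191 CPM (0.35) and Sox11, of early neurons, at 2042 and 1635 CPM (−0.32). Genes of the interferon response had a median of 0.15 with 7 of 10 higher, genes of the unfolded protein response 0.06 with 8 of 14 higher and Calr at −0.35, and immediate early genes 0.00 with 9 of 17 higher. Reporter and driver genes were higher in 3 of 4, with a median of 0.27. Of other cell types, astrocyte genes in the authors' filter were higher in 4 of 4 (median 0.25) and other astrocyte genes in 7 of 9 (0.16), endothelial genes in 3 of 3 (0.11), microglial genes in 3 of 5 (0.03), neuronal genes in 3 of 4 (0.11) and pericyte genes in 3 of 4 (0.06), while 4 of 4 ependymal genes were lower (−0.15). The 4 early markers of the filter had a median of 0.13. Of the genes that the paper names as higher in OPC1a_P, 4 of 5 were higher in OPC1a-like cells of 2aOKO (median 0.26), while its named OPC genes (median 0.03) and iOL genes (median −0.02) each had 2 of 4 higher. With the libraries clustered apart, the 4 iOL genes were all lower in OPC1a-like cells of 2aOKO, with Gpr17 at 262 and 163 CPM and Bmp4 at 48.49 and 11.55 CPM, whereas in the joint clusters 32 iOL-like cells of 2aOKO were counted among its OPC1a-like cells. Mitochondrially encoded genes were lower in 11 of 13 in OPC1a-like (median −0.27), cycling-like (−0.27) and NP-like cells (−0.32), with mt-Nd4l higher over all cells at 341 and 476.5 CPM (0.48). Red blood cell genes were lower in 4 of 4 in OPC1b-like cells clustered apart (−0.67), where Hba-a1 turned with the libraries clustered together, and in 3 of 5 in cycling-like cells (−0.32).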
